# Caloric restriction reprograms skeletal muscle molecular pathways in non-human primates: potential relevance to human aging biology

**DOI:** 10.1186/s13395-026-00422-9

**Published:** 2026-05-08

**Authors:** Jayanta Kumar Das, Nirad Banskota, Stefano Donega, Nader Shehadeh, Yulan Piao, Nathan Price, Julie A. Mattison, Julián Candia, Rafael de Cabo, Luigi Ferrucci

**Keywords:** Caloric restriction, Non-human primates, Muscle, Gene expression, RNA, Splicing

## Abstract

**Background:**

Caloric restriction (CR), achieved by reducing energy intake without malnutrition, has been shown to preserve muscle function and delay age-related declines in strength and mobility by modulating key metabolic and molecular pathways involved in muscle maintenance. While most initial research on CR was done in rodents, non-human primates (NHPs) offer a higher translatable animal model for understanding CR effects due to their close genetic, physiological and cognitive similarities to humans.

**Methods:**

In this cross-sectional study, we investigated skeletal muscle gene expression changes induced by 30% CR in skeletal muscle in rhesus monkeys (*n* = 18 CR, *n* = 18 control). We performed high-depth RNA sequencing to profile gene expression and alternative splicing variants and identify pathways linked to aging, regeneration/degeneration, and energy metabolism.

**Results:**

Transcriptomic profiling revealed widespread gene expression differences between CR animals compared to controls. Genes that were overexpressed were mainly involved in pathways related to energy metabolism, mitochondrial function, signaling, and oxidative stress response. Conversely, underexpressed genes were connected to immune response, extracellular matrix organization, apoptosis, and ribosomal RNA processing. Further, we identify alternative splicing as a major mechanism by which CR modulates genes involved in muscle function, metabolism, and aging.

**Conclusions:**

Caloric restriction preserves skeletal muscle by enhancing metabolism, limiting degeneration and inflammation, and engaging conserved mechanisms across species.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13395-026-00422-9.

## Introduction

Chronic calorie restriction (CR) promotes the preservation of muscle mass and function despite weight loss in rodents models, as it promotes a reduction in fat mass without significant muscle loss [1]. When calorie intake is gradually decreased and adequate protein and nutrients are maintained, the body prioritizes burning fat for energy, protecting lean muscle [2–4]. Preserving muscle is essential because muscle tissue is metabolically active and increases the resting metabolic rate, supporting long-term weight control [5, 6]. Additionally, maintaining muscle mass is crucial for strength, mobility, and overall metabolic health, making CR an effective method for sustainable fitness and overall health and well-being.

Skeletal muscle plays a central role in resting energy expenditure due to its substantial mass and metabolic activity [7]. Multiple studies across species- including mice, rats, non-human primates (NHPs), and humans have shown that CR helps preserve skeletal muscle mass and improve muscle strength and function [6, 8–17]. In our previous study performed on muscle biopsies from humans involved in a randomized controlled clinical trial of CR, CR has been shown to beneficially reshape muscle transcriptomic profiles, improving muscle function and glucose homeostasis [18]. At the molecular level, CR leads to a reduction in oxidative damage to DNA and proteins [14, 15], increase in mitochondrial biogenesis [19, 20], and improvements in mitochondrial function and energy metabolism [19, 21]. CR has also been linked to improved cognitive function and a reduction in neuroinflammation [22–24]. CR promotes autophagy and cellular quality-control mechanisms through the upregulation of key molecular chaperones and autophagy regulators, leading to improvements in proteostasis and the removal of dysfunctional organelles [25, 26]. These adaptations improve aerobic capacity, reduce muscle fiber loss, and mitochondrial abnormalities in most models [5, 8, 17, 27]. In parallel, CR also improves metabolic health of skeletal muscle through enhancing insulin sensitivity, promoting lipid turnover, and reducing the production of harmful metabolites [13, 28–30].

Transcriptomic and physiological analyses in CR studies consistently reveal the upregulation of genes involved in oxidative phosphorylation, mitochondrial maintenance, and autophagy—hallmarks of improved cellular resilience [18, 31]. At the same time, CR downregulates pro-inflammatory and aging-associated signaling pathways, including mTOR signaling, cytokine production, NF-κB, and its upstream regulator PI3K/AKT, contributing to a more youthful transcriptional landscape [6, 25, 32–35]. Notably, pharmacological mTORC1 inhibition by rapamycin has been shown to counteract skeletal muscle aging through mechanisms that are partially overlapping yet distinct from CR, suggesting that multiple nutrient-sensing pathways converge to modulate muscle health [36, 37]. In rhesus monkeys, CR also reverses age-related alterations in skeletal muscle microRNA expression, further supporting its role in delaying molecular aging [38]. While CR generally improves insulin sensitivity and lipid turnover in muscle [28, 35], some studies have noted variability in metabolic responses, particularly regarding glycogen metabolism and insulin action in primate models [39, 40]. Moreover, comparisons between CR and exercise suggest differential effects on mitochondrial enzyme activity and lipid metabolism, especially in older adults [41]. Together, these findings highlight CR’s complex role in supporting muscle structure and function, delaying sarcopenia, and enhancing metabolic health and longevity. However, despite strong associative evidence, the exact causal mechanisms through which CR influences skeletal muscle aging are still not fully understood. In particular, transcriptomic insights from NHPs remain limited, leaving an important gap in our cross-species understanding of CR-driven muscle adaptations.

NHPs and humans share strong physiological and genetic similarities. Our previous study [42, 43] demonstrated that the health benefits of CR are conserved in NHPs, supporting the translatability of CR mechanisms to human health. While CR has been shown to improve metabolic health and extend lifespan across species, the tissue-specific molecular pathways that mediate these effects, particularly in skeletal muscle, are not well characterized. Muscles play a central role in systemic metabolism, mobility, and aging, making it a critical tissue for understanding CR’s impact at the molecular level [44, 45]. However, muscle-specific transcriptomic investigations in NHPs under CR remain limited. Studying these responses can help uncover key regulatory pathways and identify potential therapeutic targets for age-related muscle decline and metabolic disorders in humans.

This study focuses on a subset of muscle transcriptomic data from NHPs included in our larger CR study [43]. We hypothesize that CR causes specific changes in muscle transcriptomic profiles in NHPs compared to control groups. Specifically, we suggest that CR influences key metabolic and regulatory pathways that control muscle function, adaptation, and overall health. By identifying these gene expressions and alternative splicing changes, this study aims to clarify the molecular mechanisms through which CR affects muscle maintenance and lifespan. Expanding investigations into NHP models will improve cross-species understanding of CR’s impact on muscle physiology, providing essential translational insights that connect mechanistic findings from rodents to humans and guide strategies for enhancing muscle health and longevity.

## Methods

### Animal study and sample collection

A total of forty male and female rhesus monkeys between the ages of 20 and 42 years (average = 30.1), were selected based on tissue quality and availability. These animals were part of a larger, longitudinal study conducted at the National Institute on Aging (NIA) to investigate the effects of long-term CR on health and longevity [42, 43]. Procedures were approved by the NIA Intramural Research Program’s Institutional Animal Care and Use Committee. CR monkeys (*n* = 20) consumed about 30% fewer calories than their age-, sex-, and body weight-matched controls (*n* = 20) (450–600 vs. 600–800 kcal daily) throughout the lifespan of the study, as previously described [43]. Animals were provided with a specially formulated diet (NIA-1-87) that included a 40% surplus of vitamins and minerals to compensate for reduced intake in CR monkeys. Monkeys were humanely euthanized when clinically indicated, at which time tissues were harvested. The vastus lateralis was removed and flash frozen in liquid nitrogen in individual aliquots. Tissues were stored at -80° C until processing for RNA-sequencing.

### RNA extraction and mRNA sequencing

RNA was collected from flash frozen vastus lateralis skeletal muscle biopsies (~ 50–100 mg) using RNeasy Fibrous Tissue Mini Kit protocol (Qiagen, Cat. No. 74704). To automate the process, we used QIAcube Connect (Qiagen, Cat. No. 9002864). We collected ca. 2,543 ng RNA per sample with average concentration of 185 ng/uL. RNA was sequenced using short-reads Illumina NovaSeq 6000 system with paired-end reads. The sequenced RNA samples yielded 426 to 622 million pass filter reads with more than 90% of bases above the quality score of Q30. Four samples with degraded RNA (RIN < 3) were excluded, resulting in thirty-six high-quality samples with equal male to female ratio for downstream analysis.

### Processing of raw RNA-seq data

The quality of reads in fastq RNA-Seq files were initially assessed using FastQC tool (version 0.12.1; https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were trimmed using bbduk (from bbtools package; https://jgi.doe.g.ov/data-and-tools/software-tools/bbtools/ [46]). Following trimming, cleaned reads were examined one more time using FastQC. Next, cleaned FASTQ files were aligned to the *Macaca mulatta* reference genome (assembly Mmul_10) using STAR (version 2.7.10b) [47], a splice-aware aligner optimized for high-throughput RNA-seq data. Genome indices were generated with the corresponding Ensembl annotation file (Mmul_10.107.gtf), enabling accurate mapping of splice junctions and transcript structures. The STAR aligner was run with the—quantmode TranscriptomeSam parameter to also generate transcriptome BAM files and was used for RSEM (version 1.3.3) analysis. Genome BAM files were sorted and indexed using samtools (version 1.21). Finally, genome BAM files were used as input for featureCounts from the Rsubread package (version 2.0.1) [48], a suitable program for counting reads for various genomic features such as genes.

### Differential gene expression analysis

Raw count data were input into the DESeq2 (version 1.44.0) model [49] for differential expression analysis between CR and control groups, adjusting for diet, sex, age, weight and batch effects. Genes with an unadjusted p-value < 0.01 were considered significantly differentially expressed. The most significant genes associated with biological mechanisms influenced by CR were selected for further functional characterization through literature review and GeneCards database [50].

### Functional enrichment and pathway analysis

Following established protocols for pathway enrichment analysis of ranked gene lists encompassing a large portion of the genome, we conducted PreRank Gene Set Enrichment Analysis (GSEAPreranked), a threshold-free method that evaluates all measured genes without prior filtering [51]. Gene ranks were calculated using the formula r = -log10(p-value) * sign(beta), where beta represents the log₂ fold change between CR and control, integrating both the magnitude and direction of differential expression. Enrichment analysis was conducted using GSEA (version 4.3.2), referencing gene sets from the Molecular Signatures Database (MSigDB version 7.4) [52]. We focused on two curated collections: Canonical Pathways (including Reactome, 1,615 gene sets) and Hallmark (50 gene sets). Pathways with false discovery rate (FDR) adjusted p-values < 0.05 were considered significantly enriched.

### Differential alternative splicing analysis

Transcript abundance was quantified using RSEM, which performs full transcript alignments and offers improved accuracy in handling multi-mapping reads and closely related isoforms (Li & Dewey, 2011; see Sect.  4). Abundances were reported as Transcripts Per Million (TPM) and then rescaled into count-like values using the “dtuScaledTPM” option, which adjusts TPMs in a manner that accounts for differential transcript usage (DTU). These transcript-level counts were subsequently analyzed with DRIMSeq, a statistical framework that models relative isoform proportions using a Dirichlet–multinomial distribution and tests for DTU between CR and Control groups. Prior to statistical testing, we applied DRIMSeq’s filtering procedure to remove lowly expressed or unstable features, requiring transcripts to be expressed in at least ~ 20% of samples with ≥ 20 counts and a minimum proportion > 0.03 in those samples, and genes to be expressed in at least ~ 40% of samples with ≥ 40 counts. After filtering, 21,549 transcripts from 7439 genes remained for downstream analysis.

### Software and data visualization

All statistical analyses were conducted in R (version 4.2) on the x86_64-w64-mingw32 platform. Data visualizations—including volcano plots, box plots, and bar plots—were generated using the ggplot2 package (version 3.5.1) within the R environment. Primary analysis steps (e.g., read mapping, expression quantification, differential analysis, and enrichment) were carried out using standard bioinformatics tools as detailed in the sections above.

## Results and discussion

### Characteristics of study population and phenotypic comparison between calorie restriction and control groups

Analysis of this focused on a sub-cohort of thirty-six (after excluding four animal due to their degraded RNA as mentioned in method) rhesus monkeys (*Macaca mulatta*) selected from a larger longitudinal CR study cohort previously described in detail [42]. 

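The data behind the comparison are bulk RNA-seq libraries of the vastus lateralis, a muscle of the thigh, collected after death from 20 monkeys on calorie restriction (CR) and 20 control (CON) monkeys. The diet, the number within the diet and the age at death of each animal were taken from its sample label. The 36 animals whose ages are plotted in Fig. 1A, 18 CR and 18 CON, were used as the sub-cohort of the paper. The 4 animals left out were CON 2, CON 8, CR 2 and CR 3, and the reason the paper states is degraded RNA, with an RNA integrity number under 3. The libraries are named in 2 ways, and these 2 library series were used in place of the batch for which the paper adjusted. Library series 1 holds 8 CON and 8 CR animals of the 36 and all 4 animals left out, and library series 2 holds 10 CON and 10 CR animals. The sex and the body weight of each animal were not used here. The authors sequenced paired-end reads, mapped them with STAR 2.7.10b to the rhesus genome Mmul_10 with the Ensembl 107 annotation, and counted the reads on each gene with featureCounts 2.0.1. The deposited values are these counts, as whole numbers without normalization and without a filter on genes. The paper does not state how the counting treated strand or reads that map to several places, so counts of genes with near-identical copies and of overlapping genes are uncertain. Between 86580429 and 329942965 reads per animal were counted on genes, with a median of 173470910 in the 18 CR animals and 180560150 in the 18 CON animals. The total counts of the groups differed by less than their spread (two-sided permutation test, p = 0.648). The left-out animals had totals of 100999977 (CON 2), 146256588 (CON 8), 159593432 (CR 2) and 128894646 (CR 3) counts. The 10 most abundant genes of a library took a median of 32.2% of the counts in CON animals and 37.5% in CR animals, and 83.6% in CON 18, where signal recognition particle RNA alone took 72.3%. No pair of libraries held identical values.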

Vastus lateralis muscle biopsies were collected after death from 18 CR and 18 control animals, with balanced representation of males and females in each group. The average lifespan of monkeys in the CR group was 30.0 ± 5.29 years (range: 20.6–40.3), while that of the control group was 30.3 ± 5.4 years (range: 20.7–42.0), with no significant difference between groups (Fig. 1A). 

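The 18 CR animals died at 30.4 ± 5.05 years (SD, range 22.84 to 40.34) and the 18 CON animals at 30.6 ± 5.26 years (SD, range 21.65 to 42). The difference in the means, -0.257 years, was well within the spread of either group (two-sided permutation test with 100000 resamples, p = 0.882). The ages over all 40 animals were 30.0 ± 5.29 years (SD, range 20.59 to 40.34) in the 20 CR animals and 30.3 ± 5.49 years (SD, range 20.73 to 42) in the 20 CON animals, with p = 0.874 in the same permutation test. The animals left out died at 20.73 (CON 2), 33.25 (CON 8), 20.59 (CR 2) and 32.56 (CR 3) years. Within library series 1 the mean ages were 32.0 years in CR and 32.8 years in CON animals (exact permutation test, p = 0.817), and within library series 2 they were 29.1 and 29.0 years (permutation test, p = 0.900).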

In terms of body weight, the CR group maintained a significantly lower body weight than controls until approximately age 30 (Fig. 1B). At the time of death, the CR group had a lower mean weight (8.45 ± 2.83 kg) compared to the control group (9.31 ± 3.76 kg), but the difference between CR and controls was not statistically significant (Fig. 1C). When analyzed by sex, males weighed significantly more than females in both CR and control groups (Fig. 1D). These findings in the sub-cohort enrolled in this study mirror the pattern reported in the full cohort [42]. These comparable weight distributions further ensure the reliability of our comparisons by minimizing potential confounding effects related to body mass differences.

**Fig. 1:**
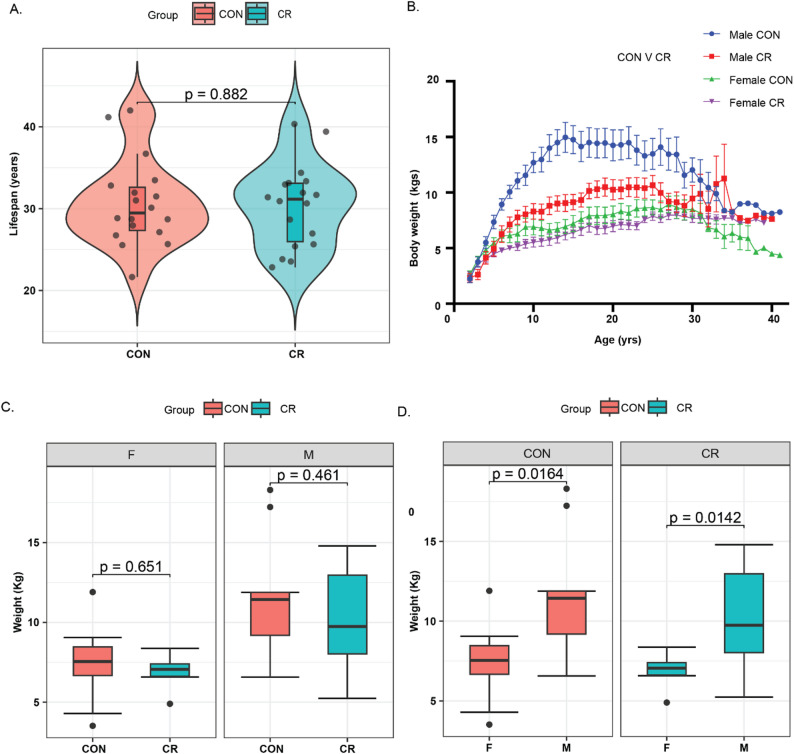
Distribution of lifespan (**A**) and body weight (**B**–**D**) for calorie restricted (CR) and control (CON) groups, presented for combined and sex-separated samples (M-Male, F-Female). **A** Violin plot illustrating the lifespan distribution (age at death) in CR and CON groups. **B** Line plot depicting body weight trajectories across the lifespan (age at different timepoints) for CR and CON groups. **C** Box plot comparing body weight (after death) distributions between CR and CON groups, separated by sex. **D** Box plot showing sex-specific body weight (collected after death) distributions within each group of CR and CON

### Differential gene expressions in skeletal muscle reveals CR-induced transcriptomic remodeling

We performed differential gene expression analysis between the CR and control groups using the DESeq2 statistical framework [49](see Methods). 

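For the values given here, the deposited counts were tested with edgeR's quasi-likelihood test, after TMM normalization and with the genes that edgeR's filterByExpr keeps, in a model of diet, age at death and library series. The filter kept 17175 genes for the 36 animals and 17157 for all 40. A log2 fold change is the fitted CR over CON ratio of the mean counts, so a few animals with very high counts can move it far from the difference in mean log2 CPM, the counts scaled to library size. Standard errors were taken as the size of the log2 fold change divided by the square root of the test's F statistic. Levels are given as TMM-normalized log2 CPM with a prior count of 2, over the 36 animals, and those of the 4 animals left out on the scale of all 40. Simulated counts had the means and library sizes of these animals, and 100 genes in them were changed by a log2 fold change of 1. The test called 80% of these at a p-value under 0.01 and 57% at a Benjamini-Hochberg adjusted p-value under 0.05. It called 0.845% of the unchanged genes at a p-value under 0.01. Each simulated gene varied independently of the others, so this share does not cover genes that vary together between animals. Genes with a mean count under 50 were not among those changed, so these shares of called genes do not cover them. The alternatives replaced the test (DESeq2, limma-voom), the normalization, the filter, the covariates or the animals, one choice at a time.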

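None of the 17175 genes tested over the 36 animals had a Benjamini-Hochberg adjusted p-value under 0.05 in edgeR's quasi-likelihood test, where the smallest adjusted p-value was 0.321. At an unadjusted p-value under 0.05 there were 2004 genes. The count at an adjusted p-value under 0.05 was also 0 over all 40 animals, with a smallest adjusted p-value of 0.389 and 1772 genes at an unadjusted p-value under 0.05. The alternative that moved this count most was DESeq2 with the same animals and covariates, in which 57 genes had a Benjamini-Hochberg adjusted p-value under 0.05. In the simulated counts DESeq2 called 23 unchanged genes at this threshold and edgeR's test called 4.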

When applying FDR-adjusted p value < 0.05, only a small number of genes were significant; therefore, we applied a threshold of *p* < 0.01 to capture broader transcriptional patterns. Using a significance threshold of *p* < 0.01, we identified 339 significantly differentially expressed genes. Among these, 81 genes were overexpressed and 258 were underexpressed in the CR group relative to controls, as shown in the volcano plot (Fig. 2A). 

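In edgeR's quasi-likelihood test 520 genes had a p-value under 0.01 over the 36 animals, and 434 over all 40, of which 355 were among the 520. At this threshold a test of 17175 unchanged genes passes 1 gene in 100 by chance on average, but random groupings of these animals varied far more. Of 100 splits of the 36 animals into groups of the same sizes, the real one included, 25 gave at least 520 genes. Over the 100 splits the count ran from 33 to 2409, with a median of 246.5. When genes with low counts were not removed there were 1548 of 32413 genes at a p-value under 0.01, 433 of them among the 520. It was 343 with CR 7 left out and 824 with CON 17 left out, the lowest and highest values with 1 animal left out. Among the genes higher in CR, SKIL is at chromosome 2 of Mmul_10 from 75289093 to 75326959 (ENSMMUG00000039099). SKIL stood at 4.70 ± 0.49 log2 CPM (SD, n = 18) in CR and 4.07 ± 0.47 (SD, n = 18) in CON animals, a log2 fold change of 0.62 (standard error 0.15, p = 0.000234), with all 18 CR animals above the CON median of their library series. In this direction, 3 of the 5 genes with the lowest p-values have no symbol. Among the genes lower in CR, NADSYN1 (ENSMMUG00000011977, chromosome 14 from 3454041 to 3506830) stood at 2.18 ± 0.46 log2 CPM in CR and 2.88 ± 0.50 in CON animals, a log2 fold change of -0.71 (standard error 0.16, p = 8.66e-05), with 17 of 18 CR animals below the CON median of their series. DOT1L followed at -1.17 (p = 0.000126), AP3B2 at -1.77 (p = 0.000354), WWP2 at -0.79 (p = 0.000392) and HASPIN at -1.89 (p = 0.000429), which was -1.16 (p = 0.00277) with CON 13 left out. None of these genes reached an adjusted p-value under 0.05. SKIL and NADSYN1 kept their directions over all 40 animals, with log2 fold changes of 0.49 and -0.63, and NADSYN1 stood at 1.61 (CON 2), 2.49 (CON 8), 2.26 (CR 2) and 2.21 (CR 3) log2 CPM in the animals left out.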

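Of the 520 genes with a p-value under 0.01 over the 36 animals, 187 were higher and 333 lower in CR. Of the genes at that threshold over all 40 animals, 91 were higher and 343 lower. Within library series 1 alone 449 were higher and 429 lower, and within library series 2 alone 23 were higher and 170 lower. With CON 18 left out, 194 genes were lower in CR, the fewest with 1 animal left out. With 2 surrogate variables in the model the split was 355 higher and 333 lower.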

Notably, the CR group showed a greater number of underexpressed than overexpressed genes, reflecting an overall trend toward reduced transcript levels in skeletal muscle. 

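Across all 17175 tested genes, 47.8% had a log2 fold change below 0 and the median log2 fold change was 0.02; TMM normalization holds this share near 50%, so it does not measure an overall trend. Among the genes with a p-value under 0.01, 64.0% were lower. The share of tested genes below 0 was 48.6% over all 40 animals. The share was 45.8% within library series 1 and 53.6% within library series 2, the alternative that moved it most. With each of the 36 animals left out in turn it stayed between 46.6% (without CR 13) and 50.9% (without CR 11). From the larger number of underexpressed genes, the paper concludes that CR brings an overall trend toward lower transcript levels in skeletal muscle.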

To further characterize these changes, we examined the 20 most significantly upregulated and downregulated genes, ranked by the lowest p-values, which exhibited log₂ fold changes ranging from − 3.8 (underexpressed) to + 1.69 (overexpressed), reflecting moderate to large expression changes in both directions. These genes are presented in a forest plot (Fig. 2B), displaying their log2 fold changes and confidence intervals to illustrate both the magnitude and directionality of expression changes. 

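Of the 40 genes of Fig. 2B, read as the first 20 of each direction in Table S1, 39 passed the expression filter here. Their log2 fold changes over the 36 animals ran from -1.22 for VDR to 2.31 for COL1A1. The 19 tested genes that Fig. 2B shows as underexpressed had a median log2 fold change of 0.09, with 7 of them below 0, and the 20 shown as overexpressed had a median of 0.16, with 16 of them above 0. With all 40 animals, 24 of the 39 genes had the sign that Fig. 2B shows, against 23 over the 36. Adjusted over the list alone, none of the 39 genes had a Benjamini-Hochberg adjusted p-value under 0.05 in edgeR's quasi-likelihood test (smallest 0.241), as over all genes tested; 4 had an unadjusted p-value under 0.05. The list was chosen by the study on these animals, so the adjustment over the list is not independent evidence. The low end of the paper's range belongs to ADAMDEC1 (ENSMMUG00000005318, chromosome 8 of Mmul_10 from 24649727 to 24670913), a protease gene of the ADAM family. It stood at -3.23 ± 2.49 log2 CPM (SD, n = 18) in CR and -3.72 ± 2.72 (SD, n = 18) in CON animals, a log2 fold change of 1.06 with a standard error of 1.63 (p = 0.517), which was -0.98 with CR 15 left out. The log2 fold change of ADAMDEC1 was higher by 6.31 in library series 2 than in library series 1 (p = 0.00351, adjusted p = 0.421, edgeR interaction term). ADAMDEC1 in the animals left out stood at -3.68 (CON 2), -5.80 (CON 8), -4.98 (CR 2) and -3.88 (CR 3) log2 CPM, and over all 40 its log2 fold change was 0.43. SLC46A2 and GUCY2C, the first gene of each direction in Table S1, were at the low end of the libraries. SLC46A2 did not pass the filter, with -4.04 ± 1.20 log2 CPM in CR and -3.79 ± 1.55 in CON animals, and GUCY2C had a log2 fold change of 0.03 (standard error 0.35, p = 0.939), which was -0.24 with CR 16 left out.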

Notably, the expression patterns of these top genes clearly distinguish CR from the control groups, highlighting the consistency and potential biological relevance of CR-induced skeletal muscle transcriptomic remodeling (Fig. 2C). 

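How far the 40 genes of Fig. 2B separate the groups was measured per gene by the area under the ROC curve, the share of CR and CON pairs of animals in which the CR animal lies on the side that Table S1 gives, where 0.5 is no separation and 1 is full separation. Over the 36 animals the mean area was 0.528 (two-sided permutation test of the diet labels, p = 0.630), with single genes between 0.373 and 0.627. The area was above 0.5 for 28 of the 40 genes and 0.8 or more for none. The mean over all 40 animals was 0.521 (permutation test, p = 0.693). It was 0.566 (exact permutation test, p = 0.475) within library series 1 and within library series 2 it was 0.502 (permutation test, p = 0.978). With each animal left out in turn the mean stayed between 0.510 (without CR 18) and 0.544 (without CON 13). The difference between the groups was smaller than the spread between animals for each of the 40 genes by this measure.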

To understand the functional significance of these differentially expressed genes, we analyzed their biological roles particularly in muscle physiology, aging processes. Some of these differentially expressed genes suggest mechanisms by which CR might affect muscle health. For example, For example, the reduced expression of *COL1A1* and *COL11A1* under CR is consistent with prior evidence that CR downregulates collagen-associated genes in skeletal muscle [9], and aligns with broader evidence implicating collagen regulation in fibrotic and metabolic stress contexts [53], and is further supported by reports that CR decreases ECM remodeling gene expression in adipose tissue [54]. 

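COL1A1 (ENSMMUG00000001467, chromosome 16 of Mmul_10 from 46588741 to 46606662, protein coding) encodes a chain of type I collagen. It stood at 5.69 ± 2.49 log2 CPM (SD, n = 18) in CR and 5.51 ± 1.58 (SD, n = 18) in CON animals, and 8 of 18 CR animals were above the CON median of their library series. The log2 fold change was 2.31 (standard error 0.80, p = 0.00652, adjusted p = 0.321 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It rests on CR 4 and CR 15, the only animals above 11 log2 CPM, and was 0.13 with CR 15 left out. The median was lower in CR, at 5.06 against 5.73 log2 CPM. The log2 fold change over all 40 animals was 2.14 (standard error 0.75), and the animals left out stood at 5.83 (CON 2), 6.45 (CON 8), 6.53 (CR 2) and 3.13 (CR 3) log2 CPM. COL11A1 (ENSMMUG00000004103, chromosome 1 from 121115851 to 121335153, protein coding), which encodes a chain of type XI collagen, had a median of -1.34 log2 CPM in CR and -2.40 in CON animals, with 12 of 18 CR animals above the CON median of their library series. Its log2 fold change of 1.40 (standard error 0.87, p = 0.114, adjusted p = 0.536 from the same test) was within the spread between animals, and was 0.59 with CR 15 left out and 1.35 over all 40 animals. COL11A1 was higher in CR within library series 1, with a log2 fold change of 3.61, and within library series 2 lower, with -0.77 (p = 0.00591 and adjusted p = 0.472 for a difference between the series, edgeR interaction term). COL11A1 in the animals left out stood at 1.31 (CON 2), -1.16 (CON 8), -2.05 (CR 2) and -2.13 (CR 3) log2 CPM. From reduced expression of both genes under CR, the paper proposes a link to earlier reports that CR lowers the expression of collagen and matrix genes.

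**Figure D1:**
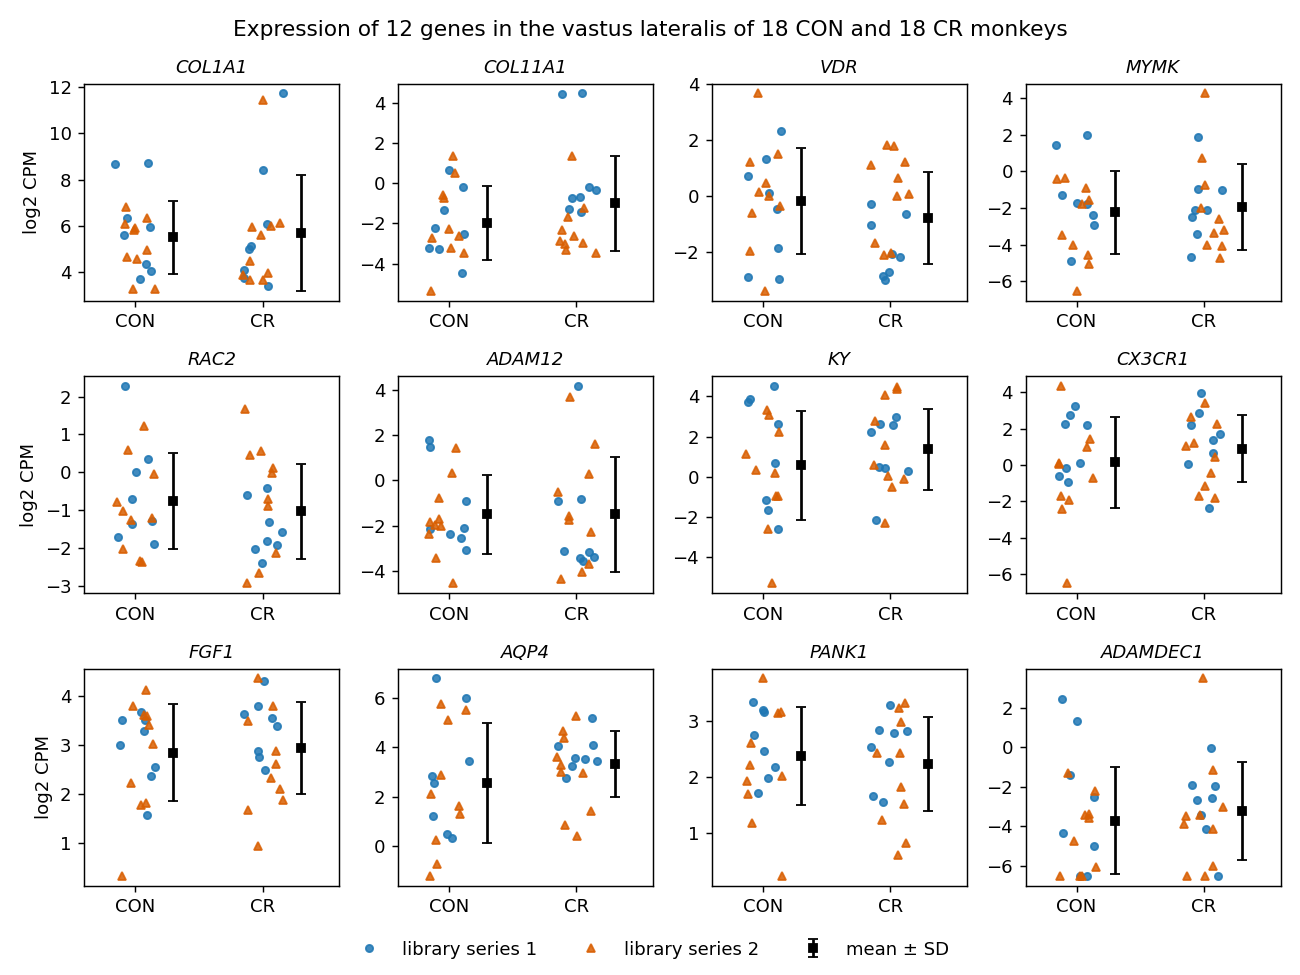
TMM-normalized expression (log2 CPM) of 12 genes in the vastus lateralis of 18 CON and 18 CR monkeys, with 1 point per animal, circles for library series 1 and triangles for library series 2, and a black square with bars for the mean ± SD of the group. The groups overlap in each of the 12 genes, and COL1A1 is above 11 log2 CPM in CR 4 and CR 15 alone.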

The overexpression of the vitamin D receptor (VDR)—a nuclear receptor that regulates gene expression in response to vitamin D—is consistent with previous findings showing that caloric restriction (CR) influences skeletal muscle remodeling [55] and plays a crucial role in aging and age-related diseases [56, 57]). 

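VDR (ENSMMUG00000006727, chromosome 11 of Mmul_10 from 47393584 to 47500079, minus strand) stood at -0.78 ± 1.63 log2 CPM (SD, n = 18) in CR and -0.17 ± 1.89 (SD, n = 18) in CON animals. The log2 fold change was -1.22 (standard error 0.55, p = 0.0317, adjusted p = 0.389 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 13 of 18 CR animals were below the CON median of their library series. It was -0.69 with CON 18 left out, -2.19 within library series 1 and -0.54 within library series 2. Over all 40 animals it was -1.20 (standard error 0.51), and the animals left out stood at -2.44 (CON 2), -2.28 (CON 8), -1.35 (CR 2) and -2.32 (CR 3) log2 CPM. Table S1 of the paper lists VDR with a log2 fold change of -1.64.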

Other notable genes differentially expressed by CR included *MYMK* (myoblast function, muscle development and regeneration [58, 59]) and *RAC2* (involved in oxidative stress and immune signaling [60, 61]). 

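MYMK (ENSMMUG00000017202, chromosome 15 of Mmul_10 from 4721513 to 4737234), which encodes a membrane protein of myoblast fusion, stood at -1.93 ± 2.35 log2 CPM (SD, n = 18) in CR and -2.24 ± 2.25 (SD, n = 18) in CON animals. Its log2 fold change of 1.45 (standard error 0.99, p = 0.150) was within the spread between animals and was -0.39 with CR 15 left out. RAC2 (ENSMMUG00000048761, chromosome 10 from 14298179 to 14344082), a small GTPase of blood cells, stood at -1.04 ± 1.27 log2 CPM in CR and -0.76 ± 1.27 in CON animals, a log2 fold change of -0.46 (standard error 0.47, p = 0.339), which was -0.03 with CON 9 left out. Within library series 1 and 2 the log2 fold changes were -0.76 and 2.41 for MYMK and -1.53 and 0.39 for RAC2. The adjusted p-values of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.586 for MYMK and 0.732 for RAC2. With all 40 animals the log2 fold changes were 1.09 and -0.40. The animals left out stood at -2.67 (CON 2), -0.15 (CON 8), -3.14 (CR 2) and -3.38 (CR 3) log2 CPM for MYMK, and at -1.48, -1.29, -0.65 and -1.36 log2 CPM for RAC2.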

CR reduces oxidative stress and inflammation [62] and it has been suggested that part of the anti-aging effect of CR is mediated by *RAC2* [63]. The under expression of *ADAM12* may affect muscle health by suppressing muscle regeneration [64, 65]). 

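ADAM12 (ENSMMUG00000009661, chromosome 9 of Mmul_10 from 126453444 to 126831516) stood at -1.49 ± 2.55 log2 CPM (SD, n = 18) in CR and -1.49 ± 1.75 (SD, n = 18) in CON animals. The log2 fold change was 1.48 (standard error 0.79, p = 0.0690, adjusted p = 0.460 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 9 of 18 CR animals were above the CON median of their library series. With CR 15 left out it was 0.12, and with all 40 animals 1.41. ADAM12 in the animals left out stood at -3.95 (CON 2), -2.59 (CON 8), -0.89 (CR 2) and -3.53 (CR 3) log2 CPM.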

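For KY, CX3CR1, FGF1 and AQP4 the groups differed by less than the spread between animals. KY (ENSMMUG00000010346, chromosome 2 of Mmul_10 from 36809585 to 36860117) stood at 1.36 ± 2.04 log2 CPM (SD, n = 18) in CR and 0.58 ± 2.71 (SD, n = 18) in CON animals, a log2 fold change of 0.40 (standard error 0.72, p = 0.581), which was -0.83 within library series 1 and 1.32 within library series 2. CX3CR1 (ENSMMUG00000065286, chromosome 2 from 94725701 to 94741488) stood at 0.91 ± 1.86 in CR and 0.14 ± 2.50 in CON animals, with 11 of 18 CR animals above the CON median of their library series. Its log2 fold change was 0.39 (standard error 0.64, p = 0.553), with 0.06 when CR 5 was left out and 1.14 (p = 0.0555) when CON 13 was. FGF1 (ENSMMUG00000057828, chromosome 6 from 139998490 to 140109214) stood at 2.94 ± 0.94 in CR and 2.85 ± 1.00 in CON animals, a log2 fold change of 0.08 (standard error 0.29, p = 0.793), which was -0.10 with CR 11 left out. AQP4 (ENSMMUG00000014934, chromosome 18 from 55583676 to 55597371) had a mean of 3.33 ± 1.33 in CR and 2.58 ± 2.42 in CON animals, while its fitted log2 fold change was -0.50 (standard error 0.60, p = 0.408; -0.02 with CON 7 left out) and 3 of 18 CR animals were below the CON median of their library series; with limma-voom, which fits log2 values, it was 0.86. Over all 40 animals the log2 fold changes were 0.17 for KY, 0.44 for CX3CR1, -0.06 for FGF1 and -0.81 for AQP4, so that FGF1 changed sign. In CON 2, CON 8, CR 2 and CR 3, the animals left out, the log2 CPM was 2.48, 3.35, 0.97 and 2.05 for KY and 0.74, 3.51, 1.98 and 3.94 for CX3CR1. In the same order it was 3.11, 4.71, 2.09 and 4.04 for FGF1 and 5.29, 7.17, 3.43 and 4.90 for AQP4.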

Key overexpressed genes were *KY* (influences muscle energy metabolism [66]), *CX3CR1* (anti-inflammatory effects in aging; skeletal muscle injury repair by regulating macrophage phagocytosis function; and trophic growth factor production [67]), *FGF1* (involved in muscle development and regeneration [68] and upregulated in response to dietary stress [69]), *AQP4* (regulates waterflow of myofibers, maintains homeostasis in skeletal muscle [70–72], plays important role in Alzheimer diseases during intermittent fasting [72]). *PANK1* (Regulator of CoA synthesis; critical for fatty acid metabolism and mitochondrial function, upregulated high-fat diets (HFDs) and during dietary restriction [73]). 

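PANK1 (ENSMMUG00000010780, chromosome 9 of Mmul_10 from 89832193 to 89951360) stood at 2.23 ± 0.84 log2 CPM (SD, n = 18) in CR and 2.37 ± 0.87 (SD, n = 18) in CON animals, a log2 fold change of -0.16 (standard error 0.27, p = 0.557). With each animal left out in turn the log2 fold change stayed between -0.25 (without CR 16) and -0.03 (without CON 20), and over all 40 animals it was -0.21. The animals left out stood at 1.84 (CON 2), 3.57 (CON 8), 1.95 (CR 2) and 2.65 (CR 3) log2 CPM.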

Beyond the top twenty genes, we also examined a broader set of up to 50 overexpressed and 50 underexpressed genes, some of which are associated with muscle physiology, aging, and responses to caloric restriction, as summarized in Table S1.

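Of the 100 genes of Table S1, 99 were tested here, and 65 of them (65.7%) had a log2 fold change with the sign of Table S1 over the 36 animals. Of the genes that Table S1 lists as lower in CR, 27 of 49 were lower, and of those it lists as higher, 38 of 50 were higher. Across these genes, which are not independent replicates, the Pearson correlation between the log2 fold changes of Table S1 and those from the deposited counts was -0.130 and the Spearman correlation was 0.109. COL1A1 and COL1A2, both higher in CR here, were the 2 genes with a p-value under 0.01, and 10 genes had a p-value under 0.05. COL1A2 had a log2 fold change of 1.91 (standard error 0.67, p = 0.00710), which was 0.52 (p = 0.386) with CR 15 left out. Adjusted over the list alone, none of the 99 genes had a Benjamini-Hochberg adjusted p-value under 0.05 in edgeR's quasi-likelihood test (smallest 0.352), as over all genes tested, and since the study chose the list on these animals the first count is not independent evidence. Of the genes tested over all 40 animals, 67 of 99 genes had the sign of Table S1. The Pearson correlation within library series 1 was 0.391, with 76 of 97 genes of the same sign, and within library series 2 it was -0.341, with 45 of 100. With CR 15 left out it was 0.485 and with CON 9 left out -0.365.

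**Figure D2:**
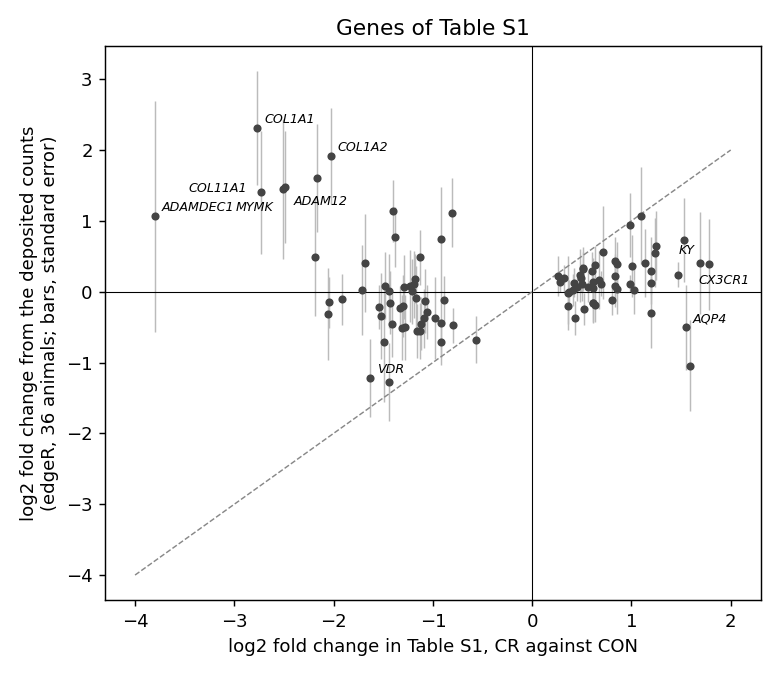
Log2 fold changes (CR against CON) of 99 genes of Table S1, with the paper's value on the horizontal axis and the value from the deposited counts of 36 animals on the vertical axis, standard errors as vertical bars and the line of equal values dashed. COL1A1 lies at 2.31 on the vertical axis, and 65 of the 99 genes lie in the quadrants of equal sign.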

**Fig. 2:**
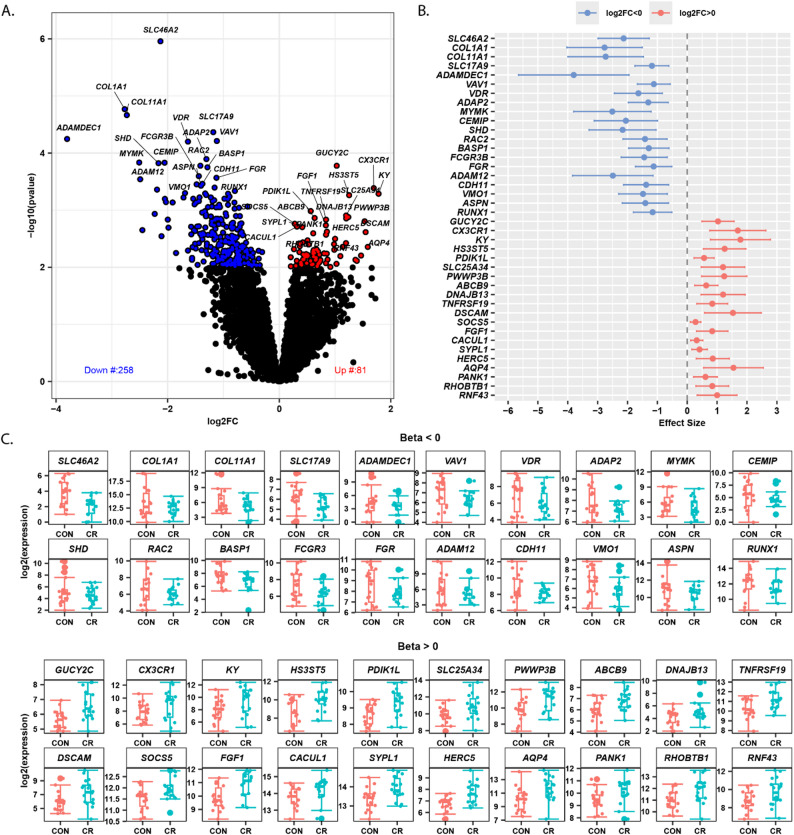
Differential gene expression analysis between calorie restriction (CR) and control (CON) groups. **A** Volcano plot displaying log2 fold changes versus statistical significance (-log10 p-value) for all detected transcripts. Red points indicate significantly upregulated genes in CR (positive β, *p* < 0.01), blue points represent significantly downregulated genes in CR (negative β, *p* < 0.01), and gray points show non-significant genes. **B** Forest plot of the top 40 differentially expressed transcripts ranked by p-value, displaying β coefficients with 95% confidence intervals for the 20 most significantly upregulated (β > 0, top panel) and 20 most significantly downregulated (β < 0, bottom panel) genes in CR versus CON. **C** Box plots showing normalized expression levels (log2 transformed) for the same top 40 differentially expressed genes, comparing calorie restriction (CR) and control (CON) groups. Each panel displays 20 genes arranged in two rows of 10 genes each, ordered by statistical significance (lowest p-values first)

Next to determine whether the transcriptional response to CR differed between males and females, we fitted a DESeq2 model including a sex (Male, Female) × diet (CR, CON) interaction term while adjusting for age, weight, and batch. Examination of the top 30 interaction genes ranked by p value revealed diverse functional categories. Genes showing relatively stronger CR-associated effects in males included transcriptional regulators (SALL3, SOX3, IRX5), cilia/cytoskeletal genes (FOXJ1, DNAI1), and signaling factors (RASD1, TLR9), whereas genes with comparatively greater effects in females included receptor and developmental genes such as P2RY13, ANGPTL1, and MAB21L2 (Fig. S1A, Table S2). Sex-stratified analyses further indicated that CR vs. CON induced partially overlapping but distinct transcriptional changes in males and females (Fig. S1B–D, Table S2). In males, CR was primarily associated with downregulation of extracellular matrix genes (e.g., COL1A1, COL11A1, ADAM12), whereas females showed modulation of signaling and regulatory genes (e.g., AQP4, FOXL3, MEF2C, CX3CR1). These results confirm previous evidence that the biological response to CR is different in different sexes [74–76].

### Gene set enrichment analysis identifies key pathways modulated by caloric restriction in skeletal muscle

We then performed pre-ranked gene set enrichment (GSEAPreranked) analysis to identify top enrichments gene sets across diverse biological processes and pathways, focusing on two major reference gene set collections: Hallmarks and Reactome (Methods). 

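The Hallmark and Reactome sets of MSigDB 7.4 were not used here; 17 gene lists written by hand from the pathways that the paper names were tested in their place. The lists hold between 20 and 95 tested genes and are not the sets of the study. Each list was tested with limma's camera, which compares the genes of a list with all other tested genes, in the edgeR model of diet, age and library series, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 17 lists. Over the 36 animals 8 of the 17 lists had an adjusted p-value under 0.05 in camera, and 9 did over all 40 animals. None of these calls holds under fry, a rotation test that keeps the correlation between genes, where the smallest adjusted p-value was 0.697, or under camera with the correlation estimated from the data, where it was 0.787. At an unadjusted p-value under 0.05, fry and camera with the estimated correlation also called none of the lists. With pre-ranked fgsea on the sign of the log2 fold change times -log10 of the p-value, 9 lists had an adjusted p-value under 0.05. Within library series 2 alone camera called 0 lists at an adjusted and 3 at an unadjusted p-value under 0.05, and with CON 18 left out it called 4, the fewest with 1 animal left out. Differences between the library series were not tested for the lists. A list's level in an animal is the mean log2 CPM of its genes. The genes named for a list have the lowest p-values among those that move in the list's direction, and genes that move the other way with a lower p-value are named as well, chosen after their values were seen.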

Withing the Reactome collection, 149 pathways were significantly enriched (FDR-adjusted p-value < 0.05); with 16 pathways upregulated and 133 downregulated in CR (Table S3). Similarly, in the Hallmark collection, 27 pathways were significantly enriched (FDR-adjusted p-value < 0.05) including 8 upregulated and 19 downregulated in CR (Table S3). For visualization, we display all 16 significantly upregulated pathways and the top 50 downregulated pathways ranked by FDR-adjusted p-values (Fig. 3). Both Hallmark and Reactome enrichments were considered in the overall interpretation skeletal muscle transcriptional changes under CR. The upregulated pathways were predominantly associated with biological function categories such as metabolism and lipid processes, mitochondrial function, neuronal activity, antioxidant response, cell communication, adhesion and motility. In contrast, the downregulated pathways were mainly related to inflammatory responses, collagen formation, ECM organization, Coagulation and hemostasis, and Nucleic and ribosomal RNA processing response, proteostasis, oxidative stress response. 

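In camera with Benjamini-Hochberg adjustment over the 17 lists, 4 lists were higher in CR with an adjusted p-value under 0.05 over the 36 animals. They were the respiratory chain subunits, the genes of bile acid and peroxisomal lipid metabolism, mitochondrial fatty acid beta-oxidation and the cytosolic ribosomal proteins. The medians of their log2 fold changes lay between 0.13 and 0.29, and no gene of the 4 lists had an adjusted p-value under 0.05. The lists for the TCA cycle, other fatty acid metabolism, peroxisomal protein import, glyoxylate metabolism and neurotransmitter release had adjusted p-values between 0.159 and 0.788. Cell communication, adhesion and motility were not analysed here as lists of their own. From the upregulated pathways, the paper proposes that CR acts on metabolism, mitochondria, neuronal activity and antioxidant defense in muscle.

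**Figure D3:**
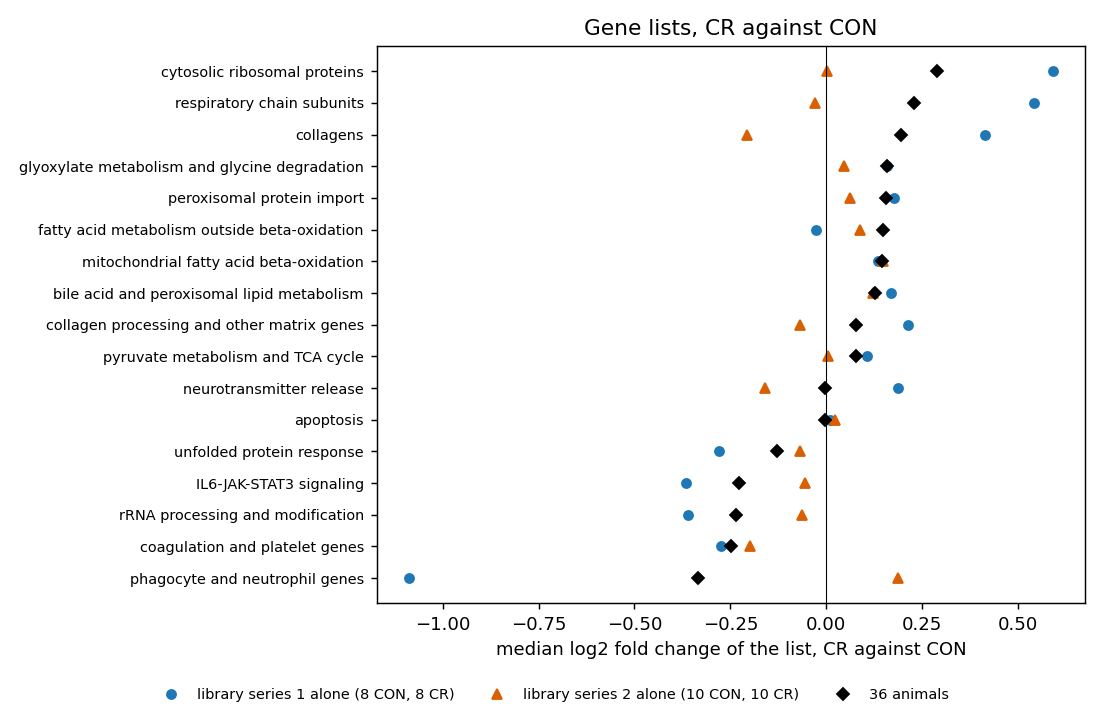
Median log2 fold change (CR against CON) of each of 17 gene lists, over the 36 animals (diamonds), within library series 1 (circles) and within library series 2 (triangles). For the phagocyte list the median is -1.09 in library series 1 and 0.19 in library series 2, and for the rRNA processing list it is -0.36 and -0.06.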

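Among the lists lower in CR over the 36 animals, 4 had an adjusted p-value under 0.05 in camera with Benjamini-Hochberg adjustment. These were rRNA processing and modification, the phagocyte and neutrophil genes, the coagulation and platelet genes and the unfolded protein response, with medians of the log2 fold change between -0.33 and -0.13. For coagulation and platelets the list of 44 genes had a median of -0.25 (adjusted p = 0.0165 in camera), with 29 of 44 genes below 0 and 13 of 18 CR animals below the CON median of their library series. Its median over all 40 animals was -0.22 (adjusted p = 0.0178), and it was -0.27 within library series 1 and -0.20 within library series 2 (adjusted p = 0.0309 and 0.302). With CON 18 left out its adjusted p-value was 0.130. VWF, which encodes von Willebrand factor, stood at 6.60 ± 0.69 log2 CPM (SD, n = 18) in CR and 7.29 ± 0.97 (SD, n = 18) in CON animals, a log2 fold change of -0.84 (standard error 0.26, p = 0.00280), and TLN1 and SELP had log2 fold changes of -0.50 (p = 0.00823) and -0.81 (p = 0.0101; -0.44 and p = 0.0730 with CON 18 left out). The mean level of the list was 1.99 ± 0.38 log2 CPM in CR and 2.15 ± 0.43 in CON animals, a difference smaller than the spread between animals. VWF is also in a list of 13 endothelial genes, all of them below 0, with a median of -0.39. That list was not called with fry (adjusted p = 0.436). A lower coagulation list can therefore not be told apart from less endothelial RNA.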

Notably, several key findings from this study are consistent with results observed in other model organisms and parallel insights from our recent human studies in muscle samples [6]. This convergence across species strengthens the growing body of evidence that CR engages conserved molecular pathways that contribute to the maintenance of skeletal muscle health. Moreover, these pathways are increasingly recognized for their roles in promoting longevity and mitigating age-related functional decline. Collectively, our findings underscore the translational relevance of CR and highlight its potential as a strategy for fostering healthy aging through the preservation of muscle integrity. Some of these key pathways are discussed below.

#### Metabolic processes

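For lipid metabolism, the list of bile acid and peroxisomal lipid metabolism (36 genes tested) was higher in CR, with a median log2 fold change of 0.13 (adjusted p = 0.00997 in camera with Benjamini-Hochberg adjustment), 10 of its genes below 0 and 14 of 18 CR animals above the CON median of their library series. Its mean level was 2.67 ± 0.24 log2 CPM (SD, n = 18) in CR and 2.48 ± 0.39 (SD, n = 18) in CON animals. The median over all 40 animals was 0.08 (adjusted p = 0.0385), and within library series 1 and 2 it was 0.17 and 0.12 (adjusted p = 0.160 and 0.0910). With CON 18 left out the adjusted p-value was 0.0655. Its genes with the lowest p-values, all higher in CR, were AMACR, with a log2 fold change of 0.80 (standard error 0.26, p = 0.00444), CYP39A1, with 0.77 (standard error 0.28, p = 0.00816), and CAT, with 0.43 (standard error 0.19, p = 0.0291). The list of other fatty acid metabolism (37 genes) had a median of 0.15 and an adjusted p-value of 0.533 in camera, and a median of 0.03 over all 40 animals. Of its genes higher in CR, HACD1 had a log2 fold change of 0.77 (p = 0.0297), ELOVL6 of 2.00 (p = 0.0670) and SCD of 1.75 (p = 0.0795). With CR 7 left out ELOVL6 was at 0.87 (p = 0.433) and SCD at 0.98 (p = 0.318). With CON 7 left out their p-values were 0.00359 and 0.00123. SLC27A4, with -0.54 (p = 0.00516), and PPARD, with -0.84 (p = 0.00673), were lower in CR with lower p-values over the 36 animals. ACACB was lower with -0.96 (p = 0.0602). The mean level of the bile acid list in the animals left out was 2.96 (CON 2), 3.01 (CON 8), 2.76 (CR 2) and 2.80 (CR 3) log2 CPM. Adjusted over each list alone, no gene of either list had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test.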

Our analysis revealed an upregulation of several metabolic pathways, including lipid metabolism (Fatty acid and bile metabolism) (Fig. 3, Table S3). Although CR generally leads to a reduction in metabolic rate, certain pathways and biological processes that enhance energy efficiency, maintain cellular function, and promote survival tend to be upregulated [77]. Fatty acids serve as key source of energy generation, while bile acids facilitate lipid digestion and absorption, suggesting that CR triggers a conserved cellular response to optimize energy utilization under reduced caloric intake. This metabolic adaptation has been consistently observed across various CR studies in mice [78–81], rats [82], monkey [83] and humans [35]. Such cross-species consistency underscores the potential of CR-induced metabolic reprogramming as a universal strategy to delay aging and mitigate age-related decline.

**Fig. 3:**
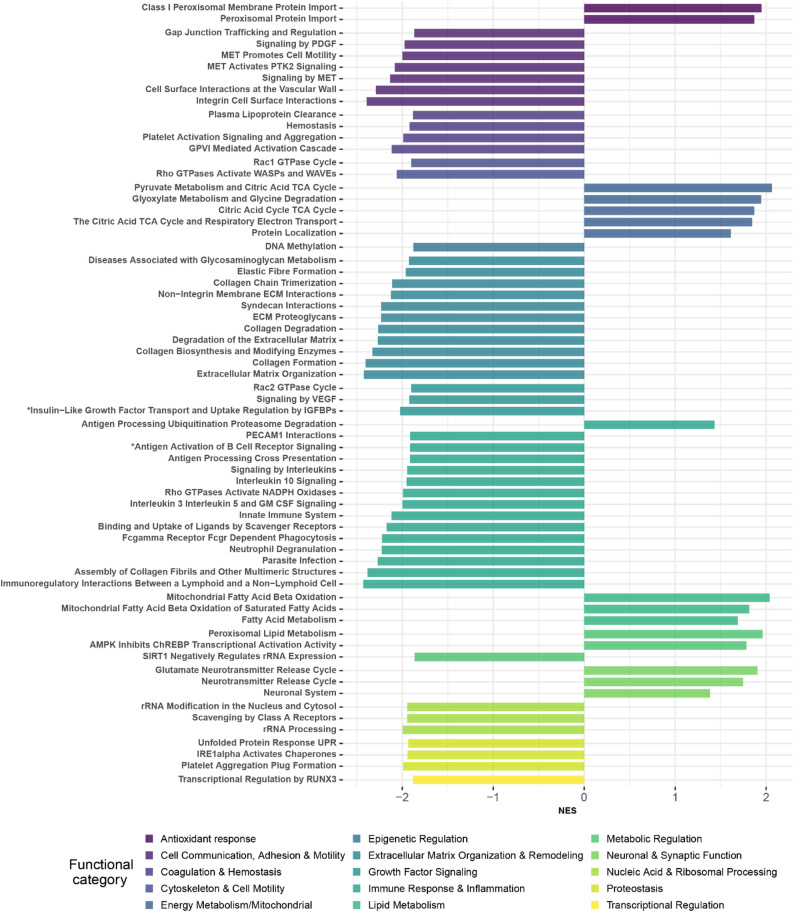
Significantly enriched reactome pathways (FDR-adjusted *p* < 0.05) identified by pre-ranked gene set enrichment analysis (GSEAPreranked). The figure displays all 16 significantly upregulated pathways and the top 50 downregulated pathways ranked by FDR-adjusted p-values. The complete list of enriched pathways, including full pathway names (indicated by *), is provided in Table S3

#### Mitochondrial function and energy metabolism

During CR, several key mitochondrial pathways are upregulated, including mitochondrial fatty acid beta-oxidation of saturated fatty acids, pyruvate metabolism, the citric acid (TCA) cycle, and respiratory electron transport (Fig. 3, Table S3). These pathways function synergistically to enhance cellular energy production and support muscle mitochondrial function [20, 21, 84]. 

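The respiratory chain subunits (70 genes tested) had a median log2 fold change of 0.23 (adjusted p = 1.12e-05 in camera with Benjamini-Hochberg adjustment), with 12 genes below 0. Their mean level was 6.31 ± 0.72 log2 CPM (SD, n = 18) in CR and 6.03 ± 0.86 (SD, n = 18) in CON animals, a difference smaller than the spread between animals, and 12 of 18 CR animals were above the CON median of their library series. The median was 0.54 within library series 1 and -0.03 within library series 2 (adjusted p = 1.86e-08 and 0.401), so that the difference did not hold within library series 2. With all 40 animals it was 0.17 (adjusted p = 3.86e-05). COX6C had a log2 fold change of 0.72 (standard error 0.28, p = 0.0123), COX7C of 0.51 (p = 0.0378) and ATP5ME of 0.36 (p = 0.123); such subunit genes have near-identical pseudogenes, which makes their counts uncertain. Mitochondrial fatty acid beta-oxidation (26 genes) had a median of 0.15 (adjusted p = 0.0165 in camera), with 3 genes below 0, a median of 0.13 and 0.15 within library series 1 and 2, and 0.10 over all 40 animals (adjusted p = 0.0428). With CON 18 left out its adjusted p-value was 0.144. ACADM, MCEE and ACADSB had log2 fold changes of 0.45 (p = 0.0861), 0.33 (p = 0.120) and 0.30 (p = 0.193), and CPT1B was lower in CR, with -0.35 (p = 0.188). Pyruvate metabolism and the TCA cycle (38 genes) had a median of 0.08 and an adjusted p-value of 0.159 in camera, with 14 genes below 0, and 0.06 (adjusted p = 0.232) over all 40 animals. The mean level of the respiratory chain list in the animals left out was 7.70 (CON 2), 6.96 (CON 8), 7.37 (CR 2) and 7.61 (CR 3) log2 CPM. These animals, left out for degraded RNA, all stood above the means of both diets. RNA degradation therefore stays open as a source of the higher respiratory chain list in CR.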

Increased mitochondrial fatty acid oxidation provides a crucial energy source [79], while the TCA cycle and electron transport chain maximize ATP production efficiency and mitigate oxidative stress. Additionally, pyruvate, a glycolysis byproduct, serves as a pivotal metabolic intermediate—either entering the TCA cycle via conversion to acetyl-CoA for energy generation or fueling gluconeogenesis for glucose synthesis [85]. Furthermore, glyoxylate metabolism and glycine degradation contribute to metabolic balance and adaptability [86]. Collectively, these enhanced mitochondrial and metabolic processes play a vital role in sustaining cellular function and resilience, particularly during aging.

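The list of glyoxylate metabolism and glycine degradation (20 genes tested) had a median log2 fold change of 0.16 and an adjusted p-value of 0.235 in camera with Benjamini-Hochberg adjustment, with 7 genes below 0. Its mean level of 3.88 ± 0.45 log2 CPM (SD, n = 18) in CR and 3.82 ± 0.53 (SD, n = 18) in CON animals did not separate the groups, and 9 of 18 CR animals were above the CON median of their library series. With genes kept only where every animal had at least 10 counts, the adjusted p-value was 0.0352. The median was 0.13 (adjusted p = 0.238) over all 40 animals. DDO had a log2 fold change of 0.62 (p = 0.0600) and PDHX of 0.33 (p = 0.163), while GNMT, with -1.78 (p = 0.00532), and HAO1, with -1.12 (p = 0.0350), were lower in CR and had the lowest p-values of the list.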

#### Neuronal activities and neuromuscular signaling

Aging is linked to cognitive decline, but CR has been shown to mitigate these impairments. 

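For neuronal activity, a list of neurotransmitter release (43 genes tested in muscle, of 52 in the count table) had a median log2 fold change of -0.00364 and an adjusted p-value of 0.788 in camera with Benjamini-Hochberg adjustment, with 22 genes below 0. Its mean level was 1.70 ± 0.20 log2 CPM (SD, n = 18) in CR and 1.66 ± 0.21 (SD, n = 18) in CON animals. The median within library series 1 was 0.19 and within library series 2 it was -0.16, with adjusted p-values of 0.183 and 0.343, and over all 40 animals it was -0.01 (adjusted p = 0.870). CPLX1 and SLC6A4 were higher in CR, with log2 fold changes of 0.74 (p = 0.121) and 0.95 (p = 0.126), and stood above the CON median of their library series in 8 and 12 of 18 CR animals. ABAT, with a log2 fold change of -1.23 (p = 0.00408), DNAJC5, with -0.44 (p = 0.0116), and LIN7A, with -0.61 (p = 0.0442), were lower in CR with lower p-values. Adjusted over the list alone, no gene had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test (smallest 0.0877).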

Here, CR upregulated several neuronal activity-related pathways (Fig. 3, Table S3), which may reflect either brain-related benefits or peripheral nervous system activity, particularly in maintaining neuromuscular integrity. Emerging studies suggest a muscle-to-brain signaling axis, where activation of muscle pathways enhances brain neurotrophic and synaptic signaling, improving cognition in models of neurodegeneration [87]. Furthermore, studies have shown that CR and/or intermittent fasting enhance brain health by promoting neuronal activity and providing neuroprotective effects. These include regulation of corticosterone levels and regional GABAergic signaling in the brain [22], reduction of memory impairment and neuroinflammation in obese aged rats [23], and elevated levels of brain-derived neurotrophic factor (BDNF) [88]. Additional mechanisms include modulation of the neuro-immune system modulating neuro-immune system [24] and changes in microRNA (miRNA) expression profiles in aging brains [89]. Although the role of dietary nitrate in enhancing CR’s effects on brain health remains under investigation [90], our findings suggest that CR may activate neuronal pathways in peripheral tissues such as muscle, which could contribute both to improved neuromuscular integrity and potentially to systemic effects that benefit brain function. Further literature review and experimental validation are needed to clarify whether these transcriptional signatures in muscle reflect direct benefits to the brain, the peripheral nervous system, or both.

#### Antioxidant defense and peroxisomal response

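For the peroxisome, a list of peroxisomal protein import (30 genes tested) had a median log2 fold change of 0.16 and an adjusted p-value of 0.229 in camera with Benjamini-Hochberg adjustment, with 12 genes below 0. The mean level of the list was 3.55 ± 0.25 log2 CPM (SD, n = 18) in CR and 3.45 ± 0.46 (SD, n = 18) in CON animals, and 12 of 18 CR animals were above the CON median of their library series. The median was 0.18 within library series 1, 0.06 within library series 2 and 0.12 over all 40 animals (adjusted p = 0.591, 0.302 and 0.205). PIPOX had a log2 fold change of 0.77 (p = 0.138), which was 0.04 with CR 10 left out, and ACBD5 of 0.27 (p = 0.0821). PEX14, with -0.29 (p = 0.0458), and PEX5, with -0.26 (p = 0.129), were lower in CR.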

Several peroxisomal protein related pathways are upregulated with CR (Fig. 3, Table S3). Peroxisomal protein import is essential for antioxidant defense, and disruptions in this process can lead to oxidative stress and metabolic dysregulation [91, 92]. Under CR, the upregulation of peroxisomal protein import machinery supports improved antioxidant responses, enhancing cellular resilience and longevity. Moreover, CR cells activate various adaptive mechanisms to maintain homeostasis and protect against oxidative stress. One key response is the upregulation of antioxidant pathways, which helps to mitigate oxidative damage and enhance cellular resilience [93, 94].

#### Immune system and inflammatory response

We identified key downregulated pathways related to inflammatory and immune responses (Fig. 3, Table S3). 

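The phagocyte and neutrophil genes (64 tested) had a median log2 fold change of -0.33 (adjusted p = 0.00215 in camera with Benjamini-Hochberg adjustment), with 51 genes below 0. Their mean level was 0.28 ± 0.98 log2 CPM (SD, n = 18) in CR and 0.58 ± 1.00 (SD, n = 18) in CON animals, a difference within the spread between animals, and 10 of 18 CR animals were below the CON median of their library series. Within library series 1 the median was -1.09 (adjusted p = 2.19e-11), and within library series 2 it was 0.19 (adjusted p = 0.0935), so that the direction changed between the series. With CON 9 left out the adjusted p-value was 0.110. The median was -0.28 (adjusted p = 0.0275) over all 40 animals. CSF3R, the receptor of granulocyte colony-stimulating factor, stood at -1.24 ± 1.61 log2 CPM in CR and -0.16 ± 1.68 in CON animals, a log2 fold change of -1.28 (standard error 0.55, p = 0.0266), with 13 of 18 CR animals below the CON median of their library series. IL6-JAK-STAT3 signaling (75 genes) had a median of -0.23 (adjusted p = 0.0508), with 50 genes below 0 and 12 of 18 CR animals below that median. Its adjusted p-value over all 40 animals was 0.0428, below the threshold of 0.05, and within library series 1 and 2 its medians were -0.36 and -0.06. In this list PTPN1 had a log2 fold change of -0.74 (standard error 0.23, p = 0.00308), IL1R2 of -1.51 (p = 0.00632) and PLA2G2A of -2.13 (p = 0.0131; -1.20 and p = 0.166 with CON 18 left out), while LIFR, with 0.58 (p = 0.00212), was higher in CR and had the lowest p-value. In the animals left out the mean level of the phagocyte list was -0.68 (CON 2), -0.47 (CON 8), 0.44 (CR 2) and -0.16 (CR 3) log2 CPM.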

The suppression of these inflammatory pathways suggests a reduction in inflammatory activity potentially mediating some of the beneficial effects of CR [25, 95, 96]. Notably, the signaling pathway involving interleukin-6 (IL-6), Janus kinase (JAK), and signal transducer and activator of transcription 3 (STAT3) plays a critical role in inflammatory responses and various cellular processes [97, 98]. While excessive energy intake and adiposity have been shown to induce systemic inflammation, a growing body of clinical and experimental evidence demonstrates that CR—when not leading to malnutrition—can delay aging and exert potent anti-inflammatory effects across different pathological conditions [79, 99]. Recent animal studies suggest that CR can inhibit colon tumor development and progression by reducing cellular proliferation and inflammation [100–106]. Given that excessive calorie intake and adiposity contribute to systemic inflammation, CR, when practiced without malnutrition, emerges as a promising strategy for addressing inflammation and related inflammatory diseases [95].

#### Extracellular matrix organization and collagen remodeling

In our study, we observed downregulation of ECM- and collagen-associated pathways under calorie restriction (Fig. 2, Table S3), suggesting a potential alteration in ECM remodeling processes that typically occur with aging. 

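The collagens (42 genes tested) had a median log2 fold change of 0.19 over the 36 animals (adjusted p = 0.159 in camera with Benjamini-Hochberg adjustment), with 17 genes below 0. Their mean level was 1.63 ± 0.97 log2 CPM (SD, n = 18) in CR and 1.41 ± 0.66 (SD, n = 18) in CON animals, and 13 of 18 CR animals were above the CON median of their library series. The direction depended on single animals and on the series: the median was -0.15 with CR 4 left out, 0.41 within library series 1 and -0.21 within library series 2. With all 40 animals it was 0.08 (adjusted p = 0.465). The list was called higher in CR in 6 of 17 alternatives (adjusted p from 0.000174 with limma-voom to 0.0421 with at least 10 counts in every animal) and with CR 14 (0.0279), CON 11 (0.00886) or CR 17 (0.0429) left out. Besides COL1A1, COL3A1 stood at 6.16 ± 2.58 log2 CPM in CR and 5.60 ± 1.83 in CON animals, a log2 fold change of 2.12 (standard error 0.75, p = 0.00756), which was 0.55 (p = 0.436) with CR 15 left out. Collagen processing and other matrix genes (84 genes) had a median of 0.08 and an adjusted p-value of 0.553 in camera, with 37 genes below 0, and a median of 0.03 over all 40 animals and -0.05 with CR 4 left out. This list was called higher in CR in 2 of the alternatives, with pre-ranked fgsea (adjusted p = 0.00709) and under a GC correction chosen after the data had been seen (0.00621). In this list POSTN had a log2 fold change of 2.31 (p = 0.0170; 0.43 and p = 0.675 with CR 15 left out), LUM of 1.28 (p = 0.0137) and ASPN of 1.14 (p = 0.0124). The mean level of the collagens in the animals left out was 1.92 (CON 2), 2.10 (CON 8), 1.54 (CR 2) and 0.90 (CR 3) log2 CPM.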

Recent work in *C. elegans* has demonstrated that adequate ECM and collagen remodeling is critical to healthy longevity, with pro-longevity interventions delaying age-associated collagen stiffening [107]. This confirms previous studies which have highlighted the impact of CR on ECM and collagen-associated genes and pathways. For example, CR structurally and functionally affected the skin to reduce collagen glycation [108]. At first glance, this observation could appear inconsistent with the notion that CR preserves collagen turnover during aging. However, increased collagen content in aging skeletal muscle does not necessarily reflect enhanced physiological turnover; rather, it is frequently associated with maladaptive fibrotic remodeling characterized by excessive deposition, reduced degradative capacity, and increased cross-linking, ultimately leading to matrix stiffening and impaired tissue adaptability. In this context, the reduced expression of ECM-related genes under CR may reflect attenuation of age-associated profibrotic signaling rather than suppression of healthy matrix maintenance. Thus, our findings are more consistent with CR limiting pathological ECM expansion and preserving matrix homeostasis, thereby maintaining structural integrity without promoting fibrosis. This interpretation aligns with the broader concept that CR acts to restrain age-related remodeling programs that compromise tissue resilience, rather than simply reducing anabolic processes.

#### Apoptosis and stress response regulation

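The apoptosis list (61 genes tested) had a median log2 fold change of -0.00392 and an adjusted p-value of 0.758 in camera with Benjamini-Hochberg adjustment, with 31 genes below 0. Its mean level was 3.56 ± 0.24 log2 CPM (SD, n = 18) in CR and 3.58 ± 0.25 (SD, n = 18) in CON animals. Among its genes DAPK3 had a log2 fold change of -1.02 (standard error 0.31, p = 0.00231), with 15 of 18 CR animals below the CON median of their library series, and BCL2L1 of -0.51 (p = 0.0358); DAPK3 was at -0.65 (p = 0.0107) with CON 18 left out. The unfolded protein response (66 genes) was lower in CR, with a median of -0.13 (adjusted p = 0.0165 in camera), 46 genes below 0 and 12 of 18 CR animals below the CON median of their library series. Its mean level was 4.35 ± 0.38 log2 CPM in CR and 4.48 ± 0.41 in CON animals, a difference smaller than the spread between animals. Its medians within library series 1 and 2 were -0.28 and -0.07 (adjusted p = 0.00448 and 0.611), and with CR 16 left out its adjusted p-value was 0.0876. WIPI1, with a log2 fold change of -1.09 (standard error 0.37, p = 0.00543; -0.69 and p = 0.0355 with CON 6 left out), and HYOU1, with -0.75 (p = 0.00639), had the lowest p-values in this list. The median over all 40 animals was 0.04 for apoptosis (adjusted p = 0.904) and -0.16 for the unfolded protein response (adjusted p = 0.0181).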

Our study highlighted the downregulation of apoptosis, cell death, and stress response-related pathways in CR (Hallmark collection in Table S3). Apoptosis is generally upregulated during CR, contributing to its potential anti-cancer and anti-aging effects by eliminating damaged or unnecessary cells [109, 110]. However, several studies have shown that CR can also suppress apoptosis in certain contexts. For example, CR suppressed apoptotic cell death in the mammalian cochlea, potentially preventing presbycusis [111], and reverses age-related increases in kidney apoptosis and oxidative stress, highlighting its anti-aging and protective effects [112]. CR enhances the removal of damaged or dysfunctional muscle cells through apoptosis. Mitochondria, which are critical for energy production, accumulate damage over time, particularly in muscle tissue due to its high energy demands [86]. CR may help selectively induce apoptosis in cells with dysfunctional mitochondria, thereby maintaining muscle tissue quality and function by eliminating compromised cells.

#### Ribosomal RNA processing

Ribosomal RNA (rRNA) processing pathways were downregulated under CR (Fig. 3, Table S3), suggesting altered regulation of ribosome biogenesis–related pathways. It is important to note that changes in expression of rRNA processing genes do not directly implies rRNA reduced abundance or protein synthesis rates, which were not measured in the present study. 

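Genes of rRNA processing and modification (95 tested) had a median log2 fold change of -0.24 (adjusted p = 5.69e-07 in camera with Benjamini-Hochberg adjustment), with 71 genes below 0 and 15 of 18 CR animals below the CON median of their library series. The mean level of the list was 3.63 ± 0.28 log2 CPM (SD, n = 18) in CR and 3.82 ± 0.41 (SD, n = 18) in CON animals. The median within library series 1 was -0.36 (adjusted p = 2.01e-08) and within library series 2 it was -0.06 (adjusted p = 0.302). Over all 40 animals it was -0.18 (adjusted p = 3.86e-05). With each of the 36 animals left out in turn the adjusted p-value in camera stayed at or below 0.000197. The median then ran from -0.29 (without CR 14) to -0.13 (without CON 6). These fits keep the preset correlation of 0.01, so they do not test the call against correlation between the genes. The list was not called with fry (p = 0.134, adjusted p = 0.697). Camera with the estimated correlation did not call it either (p = 0.193, adjusted p = 0.787). TBL3 had a log2 fold change of -0.85 (standard error 0.24, p = 0.000920), DHX37 of -1.12 (standard error 0.32, p = 0.00113) and RRP1 of -0.81 (standard error 0.26, p = 0.00350), which was -0.41 (p = 0.0406) with CON 18 left out. Adjusted over the list alone, none of the 95 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test (smallest 0.0537), and 19 had an unadjusted p-value under 0.05. Log2 fold changes fell with the GC content of the transcripts across all genes, and the list kept its direction after a correction for GC content that was chosen after the data had been seen. The cytosolic ribosomal proteins (82 genes), whose many processed pseudogenes make their counts uncertain, had a median of 0.29 (adjusted p = 0.00993). Of these genes 9 were below 0, and 9 of 18 CR animals were above the CON median of their library series. Within library series 1 and 2 the medians were 0.59 and 0.00207, and with limma-voom the direction reversed. The adjusted p-value in camera was 0.314 with CON 11 left out and 0.966 with 2 surrogate variables. In the animals left out the mean level of the rRNA processing list was 3.33 (CON 2), 3.43 (CON 8), 3.65 (CR 2) and 3.70 (CR 3) log2 CPM. All of these lie below the CON mean of 3.82, so RNA degradation stays open as a source. The ribosomal proteins stood at 8.38, 6.77, 8.71 and 8.47 in the same order. Their means were 7.19 ± 0.96 in CR and 7.09 ± 0.71 in CON animals, so all but CON 8 were above both. From the enrichment of lower rRNA processing genes, the paper proposes that CR alters the regulation of ribosome biogenesis.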

Reduced ribosome biogenesis has been proposed as a feature of CR and longevity-associated programs in various model systems [2, 113]. Notably, aging is associated with increased DNA methylation at the ribosomal DNA locus, which suppresses rRNA transcription. CR may partially reverse this epigenetic modification, further contributing to the reduction in rRNA production and enhancing its positive effects on cellular function [114, 115]. However, whether CR modulates these mechanisms or functionally impacts ribosome biogenesis in skeletal muscle cannot be determined from the current transcriptomic data.

### Differential transcript usage of alternative splicing changes in response to calorie restriction

After characterizing differential gene expression, we tested the hypothesis that CR modulate the spliceosome leading to the emergence of splicing isoforms. This is consistent with the accumulating evidence that CR is a form of stress that trigger response mechanisms that are in part mediated by RNA isoform diversity. Leveraging the high sequencing depth of our paired RNA-Seq dataset, we quantified transcript abundances using RSEM and assessed differential transcript usage with DRIMSeq (see Methods) under a stringent significance threshold (*p* < 0.01). From ~ 21,549 splicing variants tested across 7439 genes; we identified 389 splicing variants differentially expressed between CR and controls across 311 genes. Notably, 78 genes produced two or more significant variants, indicating potential regulatory hotspots of alternative splicing.

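The splicing variants themselves were not analysed here, since they rest on transcript-level estimates, and the values are for the genes that carry them. Table S4 lists 24 splicing variants at a p-value under 0.01 in 16 genes. All 16 genes were tested at the gene level over the 36 animals, and none had a p-value under 0.01; VDR, SLC25A22 and TIAM1 had a p-value under 0.05. SLC25A22 (ENSMMUG00000007513, chromosome 14 of Mmul_10 from 842903 to 850744), a mitochondrial glutamate carrier, stood at -0.73 ± 1.09 log2 CPM (SD, n = 18) in CR and -0.32 ± 1.13 (SD, n = 18) in CON animals, a log2 fold change of -0.75 (standard error 0.34, p = 0.0365), which was -0.34 with CON 18 left out. TIAM1 had a log2 fold change of -0.71 (standard error 0.33, p = 0.0351). PIK3C2B (ENSMMUG00000016563, chromosome 1 from 61930806 to 62001939) stood at 3.80 ± 0.74 log2 CPM in CR and 3.86 ± 0.92 in CON animals, and ITGAX (ENSMMUG00000014349, chromosome 20 from 28806444 to 28836024) at 2.28 ± 1.20 and 2.24 ± 1.13, with log2 fold changes of -0.16 (p = 0.582) and 0.13 (p = 0.799), the latter -0.36 with CR 15 left out. The log2 fold change of ITGAX was higher by 2.50 in library series 2 than in library series 1 (p = 0.00592, adjusted p = 0.472, edgeR interaction term). Adjusted over the list alone, the smallest adjusted p-value of edgeR's quasi-likelihood test was 0.194. None of the 16 genes had a p-value under 0.01 over all 40 animals, and the log2 fold changes were -0.75 for SLC25A22, -0.17 for PIK3C2B and 0.00 for ITGAX. SLC25A22 in the animals left out stood at -2.93 (CON 2), -1.20 (CON 8), -1.72 (CR 2) and -3.01 (CR 3) log2 CPM.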

We first focused on splicing variants originating from differentially expressed gene analysis with *p* < 0.01, which revealed 24 splicing variants transcribed from 15 genes (Table S4). Some of these genes, which are known to play roles in CR and muscle physiology, showed marked difference in their mean transcript proportion, with each highlighted gene exhibiting exactly two splicing variants that displayed reciprocal mean transcript proportions between the CR and control groups (Fig. 4). *VDR* (Vitamin D Receptor) produced two significant splicing variants (ENSMMUT00000107774, ENSMMUT00000009414). *VDR* is essential for muscle function and mitochondrial activity [116], and since caloric restriction influences systemic vitamin D metabolism [55], these variants may modulate VDR-dependent signaling pathways critical for CR adaptation. *PIK3C2B* (Phosphatidylinositol-4-Phosphate 3-Kinase Catalytic Subunit Type 2 Beta) produced two significant splicing variants (ENSMMUT00000023260, ENSMMUT00000103362). As a key component of the PI3K/AKT pathway that is down-regulated by CR [35], *PIK3C2B* has critical roles in muscle function, aging, and sarcopenia [117]. *SLC25A22* (Solute carrier family 25 member 22) encodes a mitochondrial glutamate.

**Fig. 4:**
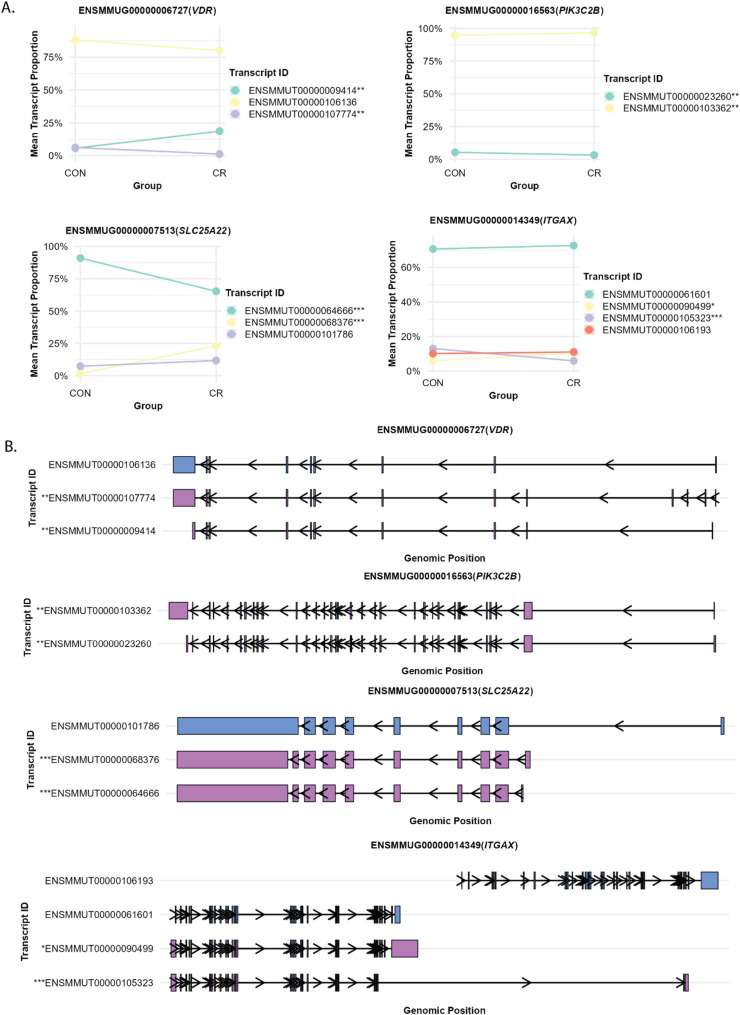
Figure shows four genes (ITGAX, SLC25A22, VDR, PIK3C2B) and associated splicing variants and their transcript structures. **A** Mean transcript proportions for control (CON) and caloric restriction (CR) groups, with genes on the Y-axis and proportion values on the X-axis. Statistical significance is indicated by asterisks: *** *p* < 0.001, ** 0.001 < *p* < 0.01, * 0.01 < *p* < 0.05. **B** Detailed transcript structures showing specific splicing variants and exon-intron junctions for each gene. Light purple indicates significant splicing variants (*p* < 0.05), while light blue represents non-significant variants

Transporter (GC1) essential for glutamate import into mitochondria and energy production [118]. *SLC25A22* also produce two significant splicing variants (ENSMMUT00000068376, ENSMMUT00000064666). Given its role in mitochondrial energy metabolism, *SLC25A22* may influence muscle function and aging pathways, especially under the metabolic stress induced by CR. *ITGAX* (significant variant ENSMMUT00000105323): Integrin alpha X is associated with Integrin signaling and immune cell activation, CR has well documented anti-inflammation effect and reduces the expression of many inflammatory markers, including CD11c [119].

We next examined the genes corresponding to the top 30 most significant splicing variants (Table S5). In total, 29 genes were associated with at least one highly significant splicing variant (*p* < 0.01). Among these, we already discussed two genes *SLC25A22* and *ITGAX*, besides five other genes demonstrated particularly notable associations with core CR, muscle function, and aging pathways. *EPRS1* (significant variant ENSMMUT00000045292): Glutamyl-prolyl-tRNA synthetase 1 is associated with core CR signaling through the mTOR/AKT pathway [120]. *PPP2R2A* (Protein Phosphatase 2 Regulatory Subunit Balpha) gene with significant variant ENSMMUT00000055302: This PP2A regulatory subunit B55α affects AKT and downstream signaling cascades involved in muscle growth/atrophy and metabolic regulation [121, 122]). IFI16 (variant ENSMMUT00000006363): Interferon gamma-inducible protein 16 plays pivotal roles in innate immune responses [123, 124], which are increasingly recognized as central to aging and CR-mediated health benefits. *PPP5C* (Protein phosphatase 5 catalytic) with significant variant ENSMMUT00000000327: *PPP5C* subunit regulates circadian clock function and cellular stress responses [125, 126], both critical components of CR adaptation and healthy aging. *SERAC1* (Serine Active Site Containing 1) with significant variant ENSMMUT00000077020: *SERAC1* is involved in mitochondrial phospholipid metabolism, a hallmark of aging mitigated by CR.

## Conclusion

Our study align with previous research in model organisms and our previous human studies [18], reinforcing the role of CR in activating molecular pathways linked to skeletal muscle health, longevity, and healthy aging. By examining skeletal muscle transcriptomes in NHPs, this study advances our understanding of CR’s impact at the molecular level. We identified both new and previously described molecular signatures that together highlight a systemic reprogramming of cellular pathways in response to chronic CR. Specifically, the upregulation of genes linked to mitochondrial biogenesis and oxidative phosphorylation, indicating improved energy production efficiency and metabolic flexibility. Elevated expression of genes related to lipid metabolism suggests a shift toward using lipids for energy, likely to help to improve energy efficiency and decrease reliance on glycolytic pathways. At the same time, the enrichment of neuronal signaling and synaptic plasticity pathways hints at a possible neuroprotective role of CR, which may have important implications for maintaining neuromuscular function during aging.

On the other hand, we noted the downregulation of pathways involved in inflammatory signaling, immune activation, extracellular matrix (ECM) remodeling, and ribosomal RNA processing. These changes indicate a coordinated decrease in anabolic and pro-inflammatory activities, supporting a state of cellular maintenance and lowering metabolic stress. The suppression of ECM-related genes may also indicate reduced tissue turnover or fibrosis, helping to preserve muscle architecture over time.

Analysis of splicing variants revealed that multiple genes produce more than one transcript, highlighting regulatory hotspots for alternative splicing. Several of these variants occur in genes directly linked to muscle function, metabolic regulation, and aging. Overall, these alternatively spliced genes converge on pathways related to mitochondrial adaptation, immune signaling, chromatin remodeling, and muscle metabolism, suggesting that alternative splicing serves as a key integrative mechanism fine-tuning CR-responsive pathways in skeletal muscle.

Despite these strengths, several limitations should be acknowledged. The findings are based solely on transcriptomic data and were not independently validated by qPCR or protein-level assays because no tissue was available for such validation. Additionally, the study was conducted in a single non-human primate cohort, and replication in independent cohorts would strengthen generalizability. As functional assays were not performed, the biological consequences of the identified pathways and splicing events cannot be directly inferred.

These transcriptomic shifts align with established CR-induced changes in rodents and other model organisms, reinforcing the evolutionary conservation of CR’s impact on aging biology. Importantly, our findings extend these observations to an NHP model, which shares closer physiological and aging characteristics with humans. Collectively, the data supports the hypothesis that CR promotes a muscle phenotype characterized by enhanced metabolic health, reduced cellular stress, and improved resilience, all of which are hallmarks of extended health span. These insights may inform translational strategies aimed at mimicking the benefits of CR in human aging and metabolic disease.

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

The datasets generated and analyzed during the current study are available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE316563 ( https:/www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE316563 ). All materials supporting the findings of this study are provided within the manuscript and supplementary information. Additional details required to reproduce or reanalyze the results are available from the lead contact upon reasonable request.

## Abbreviations

NHP: Non-human primates
CR: Calorie restriction
CON: Control
ECM: Extracellular matrix
TCA: Citric acid

# Supplementary material for: Caloric restriction reprograms skeletal muscle molecular pathways in non-human primates: potential relevance to human aging biology
**Source:** Skelet Muscle. 2026 May 8;16:22. doi: 10.1186/s13395-026-00422-9
**Supplement:** Supplementary file 2 — Supplementary Material 2.

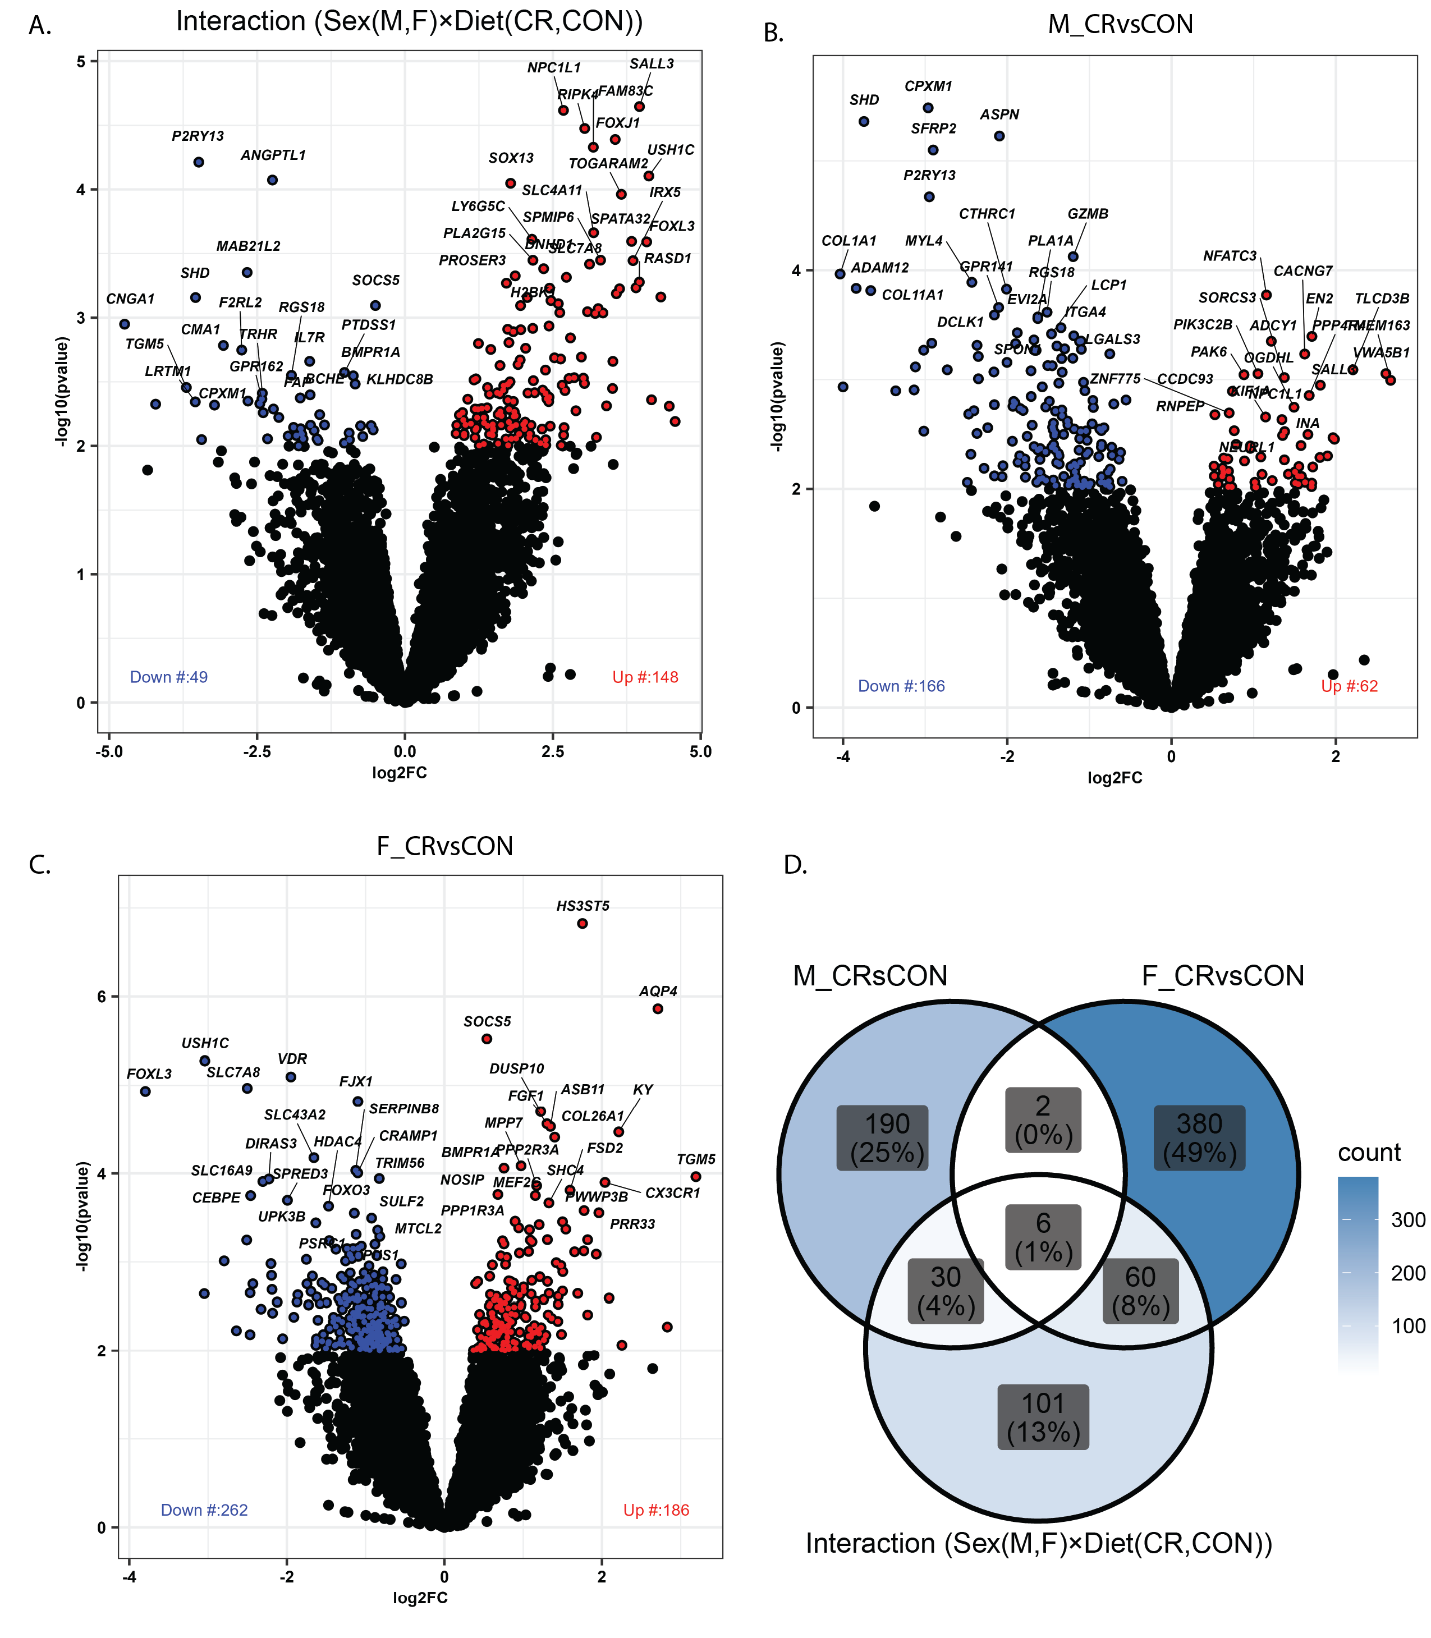

**Figure S1. Differential gene expression analysis reveals sex-specific transcriptional responses to caloric restriction (CR). Volcano plots display log2 fold change (log2FC) versus statistical significance (−log10 p-value) for all detected transcripts. Red points indicate significantly upregulated genes in CR (log2FC > 0, p < 0.01), blue points indicate significantly downregulated genes in CR (log2FC < 0, p < 0.01), and gray points represent non-significant genes. The numbers shown in each panel indicate the total number of significantly upregulated (red) and downregulated (blue) genes (p < 0.01).**(A) Analysis of the sex (male, female) × diet (CR, CON) interaction, adjusted for age, weight, and batch. (B) Sex-stratified analysis in males, adjusted for age, weight, and batch. (C) Sex-stratified analysis in females, adjusted for age, weight, and batch.
(D) Venn diagram showing the overlap of significantly differentially expressed genes (p < 0.01) among the interaction analysis and the male- and female-specific analyses.

How the deposited data were processed for this re-analysis (not part of the article)

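RNA was sequenced from the vastus lateralis of 40 rhesus monkeys, 20 on calorie restriction (CR) and 20 controls (CON), collected after death. Diet, number within the diet and age at death come from the sample labels. The 36 animals used by the paper were identified from the ages plotted in Fig. 1A, and CON 2, CON 8, CR 2 and CR 3 are the 4 animals left out. The libraries are named in 2 ways, which gives library series 1 (8 CON and 8 CR animals of the 36) and library series 2 (10 and 10). These series stand in for the batch of the paper's model, and the paper does not say what its batches are. Sex and body weight were not used here, and neither were the sex-stratified results. The replicate numbers in the labels pair 17 CR with 17 CON animals of the 36, but across genes the animals of 1 number were hardly more alike (median correlation 0.0545, from -0.177 to 0.577, with 6 of 17 above 0.1) than animals of other numbers (0.00227), so the numbers were not taken as pairs.

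The authors trimmed the reads, mapped them with STAR 2.7.10b to Mmul_10 with the Ensembl 107 annotation and counted them per gene with featureCounts 2.0.1. The deposited values are whole counts for 35432 genes per animal, 24186 of which have a symbol, with no normalization and no filter. Strand and multi-mapping settings are not stated. Checked on the values, 0 pairs of libraries were identical, and the smallest chi-square per degree of freedom between the counts of 2 animals of the same diet, over 380 pairs, was 318.509, so the spread between animals is far above counting noise and sets the precision of each value. Library totals ran from 86580429 to 329942965 counts over the 36 animals.

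Counts were analysed in R 4.3.3 with edgeR 4.0.16: genes kept by filterByExpr (minimum count 10), TMM normalization, and a quasi-likelihood F-test of diet in a model of library series, age at death and diet, over the 36 animals and then over all 40. Genes were counted at an unadjusted p-value under 0.01, the threshold of the paper, and at a Benjamini-Hochberg adjusted p-value under 0.05. The paper used DESeq2 1.44.0 with diet, sex, age, weight and batch. Plotted and tabulated levels are log2 CPM with a prior count of 2. Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01) and adjusted over the 17 lists. The paper used GSEA 4.3.2 with MSigDB 7.4, whose sets were not used here. A further 6 lists (muscle regeneration and denervation, fibroblast, adipocyte, endothelial, slow fibre and fast fibre genes) were tested for the closing section and adjusted among themselves. Splicing variants, which the authors quantified with RSEM 1.3.3, were not analysed here. Gene coordinates are those of Mmul_10 in NCBI annotation release 103.

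Single measures were compared with two-sided permutation tests, exact where a group held fewer than 10 animals and with 100000 resamples otherwise. The edgeR test was tried on simulated data with the means, dispersions and library sizes of these animals. It called 97% of 100 genes with a log2 fold change of 2 at a p-value under 0.01. Genes with a mean count under 50 were not among those changed. Results over many genes were also computed for 100 splits of the animals into groups of the same sizes, the real one included.

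The animals, the model, the gene lists, the rule for the named genes and the alternatives were chosen before the data were examined, except the 2 alternatives on GC content. The rule names every gene that the paper names for this comparison, the 5 genes with the lowest p-values in each direction, and for each list the 3 genes with the lowest p-values in the list's direction; some of the genes that the rule names are not reported here. The alternatives were DESeq2 1.42.0, RLE size factors, no filter beyond 1 count, at least 10 counts in every animal, diet alone, no library series, no age, Y-linked expression as a numeric covariate (also in DESeq2), 2 surrogate variables from sva 3.50.0, all 40 animals, each library series alone, limma-voom with quality weights, the replicate number as a block, each animal left out in turn, and for the lists fry, camera with an estimated correlation and fgsea 1.28.0. Chosen after seeing the data were a fit on the genes with a known GC content of their transcript and a correction that centres each library within 20 bins of GC content. In simulated counts with a GC trend added, the correction changed the rank correlation of unchanged genes with GC content from -0.719 to -0.0143.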

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

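The tests without CON 18, and those with fry and with 1 animal left out on the cell type lists, were chosen only after the result was seen. Groups of 8 or 10 animals (1 diet within 1 library series) were examined for an animal far from the others, in total counts, genes with at least 1 count, the share of the 10 most abundant genes and 17 genes that the paper names. Of 80 groups, 6 held such an animal by Dixon's criterion, where chance alone gives 4, or 1 in 20.

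CR 5 had 329942965 counts, and the next highest total in its group was 197913495. Total counts did not differ between the diets beyond their spread (permutation test, p = 0.648, and p = 0.785 and 0.152 within library series 1 and 2). No model with total counts was fitted for the excess of lower genes, so library size stays open as its source. Without CR 5 the number of genes with a p-value under 0.01 was 483. No biological explanation was tested for a library total.

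In 2 animals, matrix genes stood far above the other animals of their group. In CR 15, COL1A1 stood at 11.43 log2 CPM, with the next animal at 6.13, and COL11A1 at 1.35, with the next at -1.21. In CR 4, ADAM12 stood at 4.17 log2 CPM, with the next animal at -0.83, and COL1A1 at 11.70. The direction of the collagens rests on single animals: their median log2 fold change of 0.19 became -0.15 without CR 4. A lower share of muscle fibre RNA in CON animals would lower the markers of all other cell types in CR alike. The endothelial list had a median log2 fold change of -0.39 (adjusted p = 0.000658 in camera, with 13 of 18 CR animals below the CON median of their series, and from 1.04e-06 to 0.657 over the alternatives), while the fibroblast list had a median of 0.81 (adjusted p = 0.0183, with 10 of 18 CR animals above that median, and from 9.95e-05 to 0.696 over the alternatives). With fry, which accounts for correlation between the genes of a list, neither was called (adjusted p = 0.436 and 0.589). Without CR 4 camera did not call the fibroblast list (adjusted p = 0.164), which it called in 27 of the 36 fits without 1 animal. The median of the fibroblast list ran from 0.38 to 0.81 over the alternatives. A lower share of muscle fibre RNA in CON animals could account for collagens lower in CR, as the paper reports. It could not account for matrix genes higher in CR, as in CR 4 and CR 15. For genes lower in CR these lists leave it open. All 19 fibroblast genes passed the expression filter in this muscle, 12 are also in another list and 3 are in Table S1, so the list is no independent measure of fibroblasts. In fibre types, the fast fibre list was higher in CR (median 0.46, adjusted p = 0.00581, 14 of 18 CR animals, from 6.07e-05 to 0.657 over the alternatives), and the slow fibre list (median 0.09, adjusted p = 0.178, 11 of 18, from 0.00627 to 0.723) and the adipocyte list (median 0.17, adjusted p = 0.349, 12 of 18, from 0.112 to 0.773) were not called over the 36 animals. The slow fibre list was called in 4 of the 36 fits without 1 animal, down to 0.0242 without CON 20. Regeneration or denervation differing between the diets stays open: the list of 23 genes had a median of -0.06 (adjusted p = 0.349 in camera, with 7 of 18 CR animals below the CON median of their series, and from 0.206 to 0.897 over the alternatives), over members that went both ways. A candidate explanation for CR 4 and CR 15, a local change of connective tissue in these animals, was not tested, and neither was connective tissue taken with the muscle.

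SLC25A22 stood at 2.87 log2 CPM in CON 18, with the next animal of its group at 0.41, and at -0.0729 in CR 4, with the next at -1.37. The library of CON 18 is unlike the others, with 72.3% of its counts on signal recognition particle RNA. Few genes taking most of the counts of that library may have distorted the levels of the remaining genes. Without CON 18, 350 genes had a p-value under 0.01, against 520 with it, a change that leaves this open, and the log2 fold change of SLC25A22 was -0.34. For CR 4 no explanation was tested.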

How the results depend on the processing

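The 2 alternatives on GC content were chosen only after the result was seen. Under 9 of 17 alternatives the number of genes with a p-value under 0.01 stayed within 1.5 times the 520 of the 36 animals, from 420 to 688. It was 954 with DESeq2, 829 with DESeq2 and Y-linked expression as a covariate, 861 with limma-voom and 1548 without a filter, where 32413 genes were tested. Within library series 1 it was 878 and within library series 2 it was 193. It was 182 after the GC correction. With the replicate number as a block it was 1.0e+02 (50 higher and 52 lower in CR), although the numbers do not pair the animals. The cause of these changes was not tested. The calls are not nested: all 520 genes were among the 954 of DESeq2, but 228 of them among the 861 of limma-voom. Across the 36 fits that each left out 1 animal, the number ran from 343 (without CR 7) to 824 (without CON 17).

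At an adjusted p-value under 0.05 the count of 0 became 57 with DESeq2, 35 with DESeq2 and Y-linked expression and 9 with diet alone, and was 0 in the other alternatives and in every fit without 1 animal. The cause was not tested on the real counts. In the simulated counts DESeq2 was the more liberal test. It called 23 unchanged genes at this threshold against 4 with edgeR, and 1.36% against 0.845% at a p-value under 0.01. At an unadjusted p-value under 0.05 the counts of the alternatives ran from 786 (replicate block) to 4923 (no filter). None of the genes of Table S4 had a p-value under 0.01 in any alternative but library series 1 alone, where 2 did, and with 1 animal left out the count was 0 or 1 (without CR 15); the cause was not tested. At an unadjusted p-value under 0.05 it was 3 over the 36 animals.

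The share of tested genes lower in CR was between 45.8% and 50.9% in all alternatives but library series 2 alone, where it was 53.6%; normalization holds this share near 50%, so it does not measure an overall trend, and the cause was not tested. The share of Table S1 genes with the sign of the table ran from 45% (library series 2) to 79.8% (limma-voom), and from 56.6% (without CON 9) to 79.8% (without CR 15) with 1 animal left out. The mean area under the ROC curve of the 40 genes of Fig. 2B ran from 0.502 to 0.566. No gene had an adjusted p-value under 0.05 for age in any of the 4 fits tried, with 627 to 1868 genes at an unadjusted p-value under 0.05.

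Of the 17 lists, 8 were called over the 36 animals and between 6 and 11 in 13 of the 17 alternatives. With 2 surrogate variables 5 were called. None were called within library series 2 alone, with fry or with the estimated correlation (0 in each), where 3, 0 and 0 lists had an unadjusted p-value under 0.05. Fry and the estimated correlation account for correlation between the genes of a list, and the preset value of 0.01 does not measure it, so the calls of camera rest on that value. For the surrogate variables the cause was not tested. With 1 animal left out between 4 (without CON 18) and 10 (without CON 7) lists were called. The respiratory chain, phagocyte and rRNA processing lists were each called in 14 of the 17 alternatives, and no other list was called in more.

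Among results past their threshold over the 36 animals or in the alternative, directions reversed in 3 cases. Genes short of the threshold also changed sign, among them MYMK (-0.76 within library series 1), COL11A1 (-0.77 within library series 2) and AQP4 (0.86 with limma-voom). The phagocyte list was higher in CR within library series 2 alone (adjusted p = 0.0935, against 2.19e-11 to 0.787 over the alternatives), with a median of 0.19. The cytosolic ribosomal proteins were lower in CR with limma-voom (adjusted p = 0.0158, against 6.70e-06 to 0.966 over the alternatives). COL1A1 had a log2 fold change of -0.16 with the replicate block, where its p-value was 0.802. The cause was not tested. Of the other results for lists, 64 changed between alternatives (34 weaker, 17 stronger, 13 moved) and 223 did not, and for the named genes 171 changed (101 weaker, 46 stronger, 24 moved) and 1081 did not.

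Depth limits ADAMDEC1, which had no counts in 3 CR and 5 CON animals and medians of 13.5 and 10.5 counts in CR and CON animals.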

Differences from the paper's values

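Counts of genes come first. With a p-value under 0.01 there were 520 genes against the paper's 339. Of the alternatives set before the data were examined, at least 10 counts in every animal (420), no age (505), Y-linked expression as a covariate (432), all 40 animals (434) and 20 of the 36 fits without 1 animal (from 343 without CR 7 to 496 without CON 1) fell within 1.5 times the paper's count, and the others did not. A fit on the genes with a known GC content, chosen after seeing the values, also did (422). Of the genes higher in CR there were 187 against the paper's 81. Of the alternatives set before the data were examined, at least 10 counts in every animal (109), all 40 animals (91) and the fits without CR 7 (104) and without CON 19 (116) came within 1.5 times the paper's count, and the others did not. The fit on the genes with a known GC content (105) and the GC correction (70), both chosen after seeing the values, came within it too.

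Log2 fold changes of single genes follow, with the paper's values from Table S1. A gap counts as closed where the value has the paper's sign and lies within 1.5 times the paper's value. RAC2 had -0.46 against the paper's -1.41, and of the alternatives set before the data were examined library series 1 alone (-1.53) closed the gap and the others did not. KY had 0.40 against the paper's 1.69, and library series 2 alone (1.32) closed the gap. The replicate block (0.94) came nearer without closing it, and the others did not close it. For the genes that follow, none of the alternatives closed the gap, neither those set before the data were examined nor those chosen after seeing the values. Positive here and negative in the paper were COL1A1 (2.31 against the paper's -2.77), COL11A1 (1.40 against the paper's -2.73), COL1A2 (1.91 against the paper's -2.03), ASPN (1.14 against the paper's -1.40), MYMK (1.45 against the paper's -2.51), ADAM12 (1.48 against the paper's -2.49) and ADAMDEC1 (1.06 against the paper's -3.80). Negative here and positive in the paper were AQP4 (-0.50 against the paper's 1.55), PANK1 (-0.16 against the paper's 0.61) and PIK3C2B (-0.16 against the paper's 0.62). Levels of AQP4 lay on the paper's side, with a median of 3.50 log2 CPM in CR and 2.35 in CON animals and 3 of 18 CR animals below the CON median of their library series, and limma-voom gave 0.86. Medians in CR and CON animals were on the paper's side as well for COL1A1 (5.06 and 5.73), MYMK (-2.30 and -1.80), ADAM12 (-2.02 and -1.99) and PANK1 (2.42 and 2.34). Of the same sign and smaller were CX3CR1 (0.39 against the paper's 1.78), FGF1 (0.0778 against the paper's 0.83) and GUCY2C (0.0266 against the paper's 1.03). With 1 animal left out CX3CR1 ran from 0.06 (without CR 5) to 1.14 (without CON 13).

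The paper's text describes VDR as overexpressed in CR, while its Table S1 lists it as lower; here its log2 fold change was -1.22. The paper reports a small number of genes past the adjusted threshold, and here there were 0, with 2004 at an unadjusted p-value under 0.05. DESeq2 (57), DESeq2 with Y-linked expression (35) and diet alone (9) did call genes. The paper states that 40 genes tell the groups apart, and the mean area under the ROC curve of these genes was 0.528. Among the genes with splicing variants, which the paper calls differentially expressed, 0 of 16 had a p-value under 0.01 and 3 a p-value under 0.05, and library series 1 alone gave 2 with a p-value under 0.01.

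For pathways, the paper reports collagen and matrix genes as lower in CR. Over all 42 collagens 17 were below 0, with a median log2 fold change of 0.19 (adjusted p = 0.159 in camera), and in no alternative was either matrix list called lower in CR. The collagens were called higher in CR in 6 of 17 alternatives, from 0.000174 (limma-voom) to 0.0421 (at least 10 counts in every animal), and without CR 14 (0.0279), CON 11 (0.00886) or CR 17 (0.0429). Other matrix genes were called higher with fgsea (0.00709) and under the GC correction (0.00621), which was chosen after seeing the values and is also among the 6 (0.00318). The paper places neuronal pathways higher, and 22 of 43 genes of neurotransmitter release were below 0 (adjusted p = 0.788). It places apoptosis lower, and 31 of 61 genes were below 0 (adjusted p = 0.758). The paper calls IL6-JAK-STAT3 signaling lower, and here the list had an adjusted p-value of 0.0508; it was called in 7 alternatives, from 0.00203 (library series 1 alone) to 0.0497 (RLE size factors), and in 15 of the 36 fits without 1 animal, down to 0.00555 (without CON 11). Glyoxylate metabolism, higher in the paper, had an adjusted p-value of 0.235 and was called with at least 10 counts in every animal (0.0352) and without CR 11 (0.0490). The TCA cycle, higher in the paper, had an adjusted p-value of 0.159. It was called without CON 7 (0.0284), CR 8 (0.0391), CR 11 (0.00690) or CON 20 (0.0275) and under the GC correction (0.0185), which was chosen after seeing the values. Peroxisomal protein import, higher in the paper, had an adjusted p-value of 0.229 and was called in no alternative.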

Other observations

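Chosen only after the result was seen were the tests on Table S1, on GC content across genes and on how uneven the genes with a p-value under 0.01 were.

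With other groupings of the animals, results of this size are common. Of 100 splits of the 36 animals, 25 gave as many genes with a p-value under 0.01 as the diets did, with a median of 246.5 and a range from 33 to 2409, and 17 of 100 splits of the 40 animals did. A share of lower genes as far from 50%, near which normalization holds it, came from 57 of 100 splits, as many called lists from 50, and as many genes of Table S4 with a p-value under 0.01 from all 100, since the real count is 0 and 3 of those genes had a p-value under 0.05. Diet effects that are small beside the differences between animals stay possible, and these counts do not measure them.

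More of the 520 genes were lower (333) than higher (187) in CR, and 60 of 100 splits were as uneven. Y-linked expression as a covariate left 60.9% of the genes lower, which argues against its balance as the source. Without each of the 36 animals more genes were lower than higher, from 52.4% (without CON 5) to 77.7% (without CON 19), against 64.0% over the 36, so it stays open whether a single animal carries much of the excess. The share of the counts in the 10 most abundant genes did not differ between the diets (permutation test, p = 0.730), but in CON 18 it was 83.6%, and without this animal 55.4% of the genes were lower, so a few abundant genes stay open as a source. Within library series 1 alone 48.9% were lower, against an excess in library series 2, so the library series stays open. Transcript length and GC content were known for 79.2% of the tested genes, too few for this test, although 73 of 100 splits followed length as closely. Among the genes with a known GC content, 75.1% of those with a p-value under 0.01 were lower in CR. After the GC correction this share was 61.5%. Both fits were chosen after seeing the data, and GC content stays open as a source of part of the excess. Diet as the biological explanation stays open beside chance.

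The log2 fold changes of the Table S1 genes did not follow the paper's (Pearson r = -0.130, against 0.378 with limma-voom and 0.287 with the replicate block), and 57 of 100 splits of the animals gave a correlation as high. The splits reached from -0.883 to 0.866, with a median size of 0.548. These genes therefore vary together between animals, and many groupings, though not all, move them as a block. Tests of the model and the animals argue against 3 explanations taken alone: r was -0.0531 with Y-linked expression as a covariate, -0.119 over all 40 animals and -0.135 with DESeq2. A single animal and the library series stay open, since r was 0.485 without CR 15, with 79 of 99 genes of the sign of Table S1, and 0.391 within library series 1, against -0.341 within library series 2. Diet labels attached to the libraries in another order stay open too. Diets, ages and membership of the 36 were taken in the order of the numbers in the library names. Then r was -0.777 with library series 1 reordered, -0.524 with library series 2 and -0.907 with both. With both, 18 libraries changed diet and 2 of 99 genes had the sign of Table S1. The reordered fits can hold libraries of the animals left out, so splits of the 36 animals are not an exact comparison. Of the other 99 splits of the 36 animals 0 gave a correlation as large in size as -0.907, but this is the largest of 3 orders tried, and splits of the 40 animals reached -0.907 and 0.918, so a correlation of this size also comes from random groupings. Its sign is the reverse of the paper's, so the mirror of this order, and not the order itself, comes close to Table S1. Diet cannot be taken from an order, and all other values use the labels as deposited. Body weight, which was not used here, also stays open.

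Genes with a higher GC content had lower log2 fold changes in CR, with a rank correlation of -0.386 over 13604 genes, and 1 of 100 splits, the real one, was as large. For all 40 animals it was -0.352, and 3 of 100 splits, the real one included, were as large, the lowest at -0.373. Single animals do not account for it, since it was still -0.337 without CR 7. Nor does Y-linked expression (-0.370 with the covariate). Per library, the trend with GC content was -0.0745 ± 0.226 (SD) in CR and 0.0724 ± 0.179 in CON animals (permutation test, p = 0.0374). In the same order it was -0.270 ± 0.169 and -0.0600 ± 0.0830 within library series 1 (exact permutation test, p = 0.000932), and 0.0819 ± 0.115 and 0.178 ± 0.165 within library series 2 (permutation test, p = 0.144). Across genes the rank correlation was -0.348 within library series 1, -0.286 within library series 2 and -0.376 without library series in the model. A difference between the library series, each with as many CR as CON animals, is therefore not the source, while per library the difference within library series 2 was not beyond chance. Per library the trend was also related to the total count (r = 0.377, permutation p = 0.0231; rho = 0.515, permutation p = 0.00168; r = 0.493 without the 2 farthest animals; r = 0.0778, p = 0.742, and r = 0.209, p = 0.379, by permutation within library series 1 and 2). With library series and total count taken out, the diets still differed by -0.140 (permutation test, p = 0.00434), which argues against library size. RNA degradation may contribute: the diet log2 fold changes followed the difference of the 4 animals left out for degraded RNA with r = 0.359, and 9 of 100 splits did so as closely. This r was 0.646 within library series 1 and -0.00481 within library series 2, and it was 0.392 after the GC correction. For the 4 animals singly it was 0.448 (CON 2), 0.332 (CON 8), 0.0782 (CR 2) and 0.0144 (CR 3), so the CON animals carry the value. All 4 are of library series 1, and degradation stays open. Library preparation could also give such a trend, and a biological effect of diet on genes of high GC content cannot be told apart from it here.

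GC content was also weighed for the lists. After the correction, the lower rRNA processing and higher respiratory chain genes were still called in camera (larger adjusted p = 7.66e-09, against 1.12e-05 and 5.69e-07 before it), so a GC trend as removed here is not the whole source. Calls of camera with the preset correlation are common among the splits, as given above, and fry called neither list. RNA degradation was not tested for the lists and stays open. In each of the 4 animals left out for degraded RNA, the respiratory chain list stood above the CON mean. The rRNA processing list stood below it in each of them.

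Age at death had no gene with an adjusted p-value under 0.05 (smallest 0.977), with 643 at an unadjusted p-value under 0.05. Across genes the diet and age effects had a correlation of 0.167, and 66 of 100 permutations of the diets within library series were as low, so the data leave open whether CR opposes the change with age. It was -0.0200 over all 40 animals, 0.197 with Y-linked expression as a covariate and 0.383 without library series.

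Diet effects were also compared between the library series. No gene had an adjusted p-value under 0.05 for a difference (smallest 0.294), with 1281 at an unadjusted p-value under 0.05.

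Y-linked expression, the sum over 10 genes, fell into 2 separate groups of animals. In CON animals it was between 7.43 and 8.38 log2 CPM in 10 and between -2.90 and -0.0910 in 8, and in CR animals between 7.78 and 8.36 in 8 and between -3.09 and -1.19 in 10. Over both diets 18 animals fell into the higher and 18 into the lower range, and the paper states an equal ratio of males to females for the 36. No animal was assigned a sex from Y-linked expression. No biological explanation was tested for this pattern.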
